# ALT1, a Snf2 Family Chromatin Remodeling ATPase, Negatively Regulates Alkaline Tolerance through Enhanced Defense against Oxidative Stress in Rice

**DOI:** 10.1371/journal.pone.0112515

**Published:** 2014-12-04

**Authors:** Mingxin Guo, Ruci Wang, Juan Wang, Kai Hua, Yueming Wang, Xiaoqiang Liu, Shanguo Yao

## Abstract

Alkaline salt stress adversely affects rice growth, productivity and grain quality. However, the mechanism underlying this process remains elusive. We characterized here an alkaline tolerant mutant, *alt1* in rice. Map-based cloning revealed that *alt1* harbors a mutation in a chromatin remodeling ATPase gene. *ALT1*-RNAi transgenic plants under different genetic background mimicked the *alt1* phenotype, exhibiting tolerance to alkaline stress in a transcript dosage-dependent manner. The predicted ALT1 protein belonged to the Ris1 subgroup of the Snf2 family and was localized in the nucleus, and transcription of *ALT1* was transiently suppressed after alkaline treatment. Although the absorption of several metal ions maintained well in the mutant under alkaline stress, expression level of the genes involved in metal ions homeostasis was not altered in the *alt1* mutant. Classification of differentially expressed abiotic stress related genes, as revealed by microarray analysis, found that the majority (50/78) were involved in ROS production, ROS scavenging, and DNA repair. This finding was further confirmed by that *alt1* exhibited lower levels of H_2_O_2_ under alkaline stress and tolerance to methyl viologen treatment. Taken together, these results suggest that *ALT1* negatively functions in alkaline tolerance mainly through the defense against oxidative damage, and provide a potential two-step strategy for improving the tolerance of rice plants to alkaline stress.

## Introduction

The widely distributed salt and alkaline salts are important abiotic stress factors that greatly affect plant growth and development and severely threat crop productivity throughout the world [1]. Previous research has demonstrated that alkaline salt stress and neutral salt stress are two distinct kinds of stresses for plants, and should be called alkali stress and salt stress, respectively [2]. Alkaline salts (NaHCO_3_ and Na_2_CO_3_), which elevate soil pH, are much more destructive than neutral salts (NaCl and Na_2_SO_4_). So far, extensive studies have tried to uncover the signaling mechanisms and regulatory networks underlying plant tolerance to salt stress [3]–[6]. However, few regulators have been identified to function directly in the tolerance of plants to alkaline salt stress.

Alkaline salt stress involves multiple factors including osmotic stress, ion injury, and elevated soil pH (pH>8.5), which reduces iron (Fe) solubility [7]. Consequently, plants grown in calcareous soils often exhibit Fe deficiency symptoms of chlorosis [8], [9]. Therefore, various groups have sought to genetically engineer crop plants with improved Fe uptake under alkaline salt conditions, by introducing genes encoding iron transporters, iron reductases, and enzymes involved in phytosiderophore biosynthesis into plants [8]–[14]. For example, transgenic rice expressing the barley nicotianamine aminotransferase gene, *HvNAAT1*, showed enhanced Fe availability and higher grain yields in alkaline soils [8]. Similarly, ectopic expression of the yeast Fe^3+^-chelate-reductase gene *refre1/372* greatly improved grain yield on calcareous soil-grown rice plants [9].

In addition to the strategies that overcome the Fe limitations of alkaline soils, a series of studies suggested that many other mechanisms appear to be involved in the tolerance to alkaline salt stress in plants. For example, analysis of the global gene expression profiles of *Puccinellia tenuiflora*, a widely distributed monocotyledonous alkaline-tolerant halophyte in the Songnen Plains of China, under alkaline salt stress (Na_2_CO_3_ or NaHCO_3_) revealed that the differentially expressed genes fell into a dozen functional categories, implying the complex mechanisms underlie alkaline salt tolerance in plants [15]. In *Arabidopsis*, protein kinase PKS5 was reported to negatively regulate tolerance to high external pH by interacting with chaperone J3 to inhibit plasma membrane H^+^-ATPase activity [16], [17]. In addition, microRNAs, which are ubiquitous regulators of gene expression in eukaryotic organisms, were also found to be involved in alkaline salt stress response [18], [19]. On the other hand, efforts have also been put to screen for natural plant germplasms with varied alkaline tolerance, and several associated quantitative trait loci (QTLs) have been roughly mapped in rice and soybean [20]–[23]. However, none of these genes have been cloned to date.

ATP-dependent chromatin remodeling complexes affect chromatin dynamics using the energy released by ATP hydrolysis to alter histone-DNA contacts, thereby making genomic regions more accessible to the transcriptional machinery or transcription factors [24]. Therefore, chromatin remodeling plays a central role in establishing specific gene expression patterns and maintaining transcriptional states in eukaryotes. Emerging evidence shows that the chromatin remodeling ATPases of Snf2 family not only play various roles in the regulation of plant development [25], but also function in different abiotic stress responses [26]. In *Arabidopsis*, knockout *atchr12* plants shows tolerance to drought, salt and heat stresses [27], and AtBRM was reported to regulate drought tolerance [28]. The rice genome contains totally 40 Snf2 family proteins [29]. However, only one member, OsCHR4, was reported to function in early chloroplast development in adaxial mesophyll cells [30]. So far, no ATP-dependent chromatin remodeling enzymes have been reported to function in alkaline salt stress response.

Here we report the functional characterization of an alkaline tolerant mutant, *alt1*, in rice. We showed that *alt1* contains a mutation in a Snf2 family chromatin remodeling ATPase gene that functions negatively in alkaline tolerance in rice. We found that the improved tolerance of the mutant to alkaline stress was largely due to the enhanced defense against oxidative damage. Our results suggest a potential two-step strategy for improving the tolerance of rice plants to alkaline salt stress.

## Results

### Phenotypic analysis of the alt1 mutant

To gain insight into the molecular basis of tolerance to alkaline salt stress in rice, we screened a NaN_3_-mutagenized mutant population in the background of KY131, a widely cultivated variety in north China. From a total of 100,000 M_2_ individuals treated with NaHCO_3_-NaOH solution (pH 9.5), we identified a mutant, *alt1* (for *alkaline tolerance 1*) with enhanced tolerance to alkaline stress. To obtain detailed information on the alkaline tolerance phenotype of the mutant, two-leaf stage *alt1* and wild type (WT) plants were subjected to treatment with alkaline solutions ranging in pH from 9.0 to 10.0. The *alt1* mutant showed less chlorosis than WT under all pH values (Figure 1A). At pH 9.0, plants of *alt1* and WT grew similarly for the first 12 days of treatment (Figure 1A), but the mutant displayed an obvious tolerant phenotype 15 days after the stress (Figure S1). For pH 10.0, most of the *alt1* seedlings survived the first 7 days, but plants of both *alt1* and WT wilted completely by 12 days after treatment (Figure 1A).

**Figure 1:**
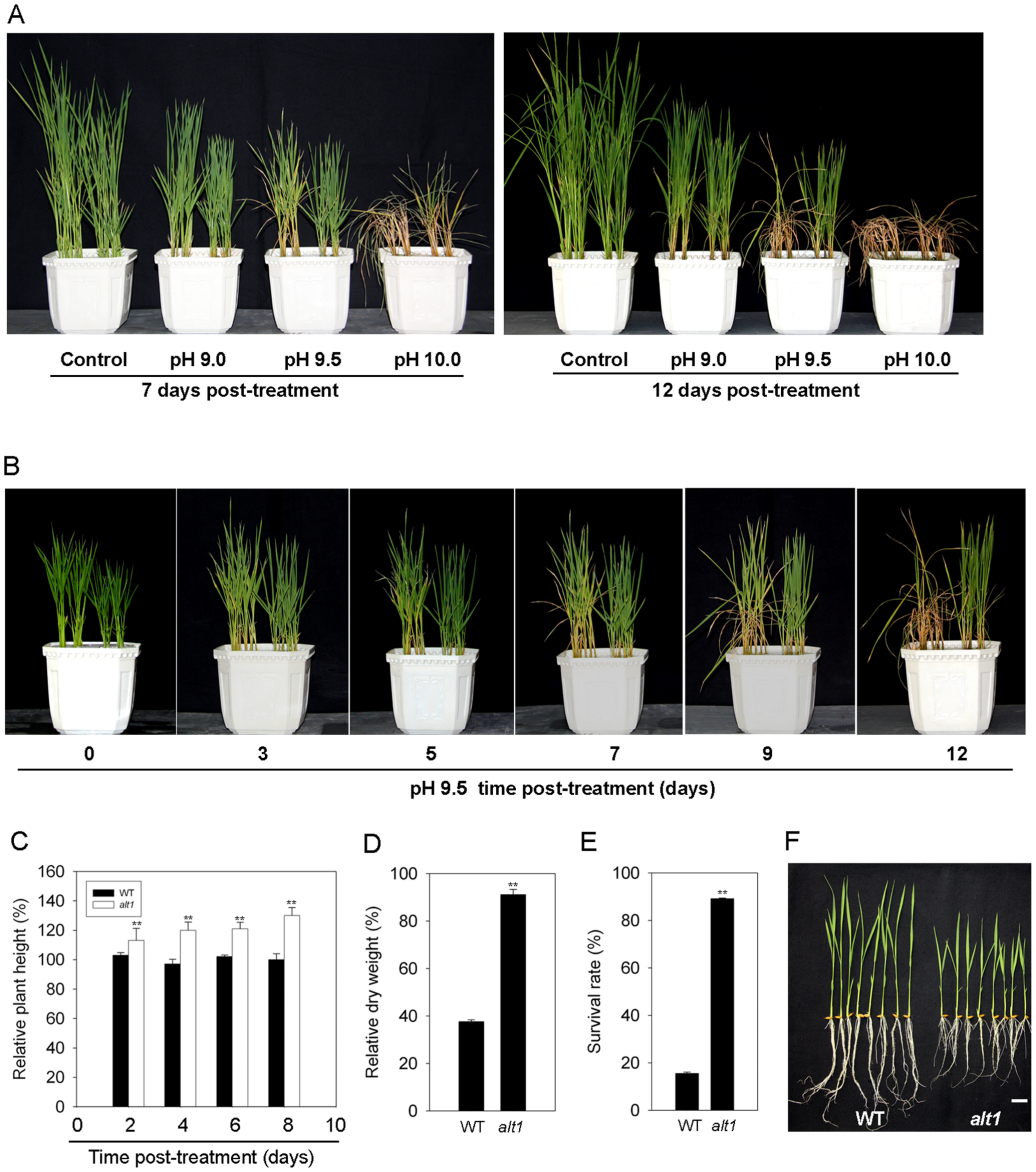
Phenotypic analysis of the *alt1* mutant. Left part in each pot of (A) and (B): WT; Right part: *alt1*. (A) Two-leaf stage *alt1* and WT seedlings were subjected to alkaline treatment with values 9.0, 9.5 and 10.0, respectively, and photographed at 7 (left) and 12 (right) days after treatment. (B) Time-course observation for tolerance phenotype of *alt1* and WT at pH 9.5. (C) Comparison of relative plant height of *alt1* and WT grown under pH 9.5 for the indicated number of days. Values are means ± SE (n = 20). **: *P*≤0.01. (D) Comparison of relative dry weight of *alt1* and WT after 10 days of treatment at pH 9.5. Values are means ± SE (n = 3, with 15 plants in each repeat). **: *P*≤0.01. (E) Comparison of survival rate of *alt1* and WT after 12 days of treatment at pH 9.5. Values are means ± SE (n = 3, with 50 plants in each repeat). **: *P*≤0.01. (F) Phenotypes of two-leaf stage seedlings of *alt1* and WT. Bar = 2 cm.

The most obvious difference in tolerance phenotype between *alt1* and WT was observed for treatment at pH 9.5. The leaves of WT seedlings became chlorotic 3 days after the start of treatment, and wilted completely by 12 days (Figure 1B). In contrast, plants of *alt1* exhibited much less chlorosis and grew well compared to WT under the same stress conditions (Figure 1B). Statistical analysis of the relative plant height (height of the treated plant/height of the plant before treatment), survival rate and relative dry weight (dry weight of the treated plant/dry weight of the plant before treatment) found that the relative plant height of *alt1* increased by up to 30% under 8 days after treatment at pH 9.5, but the growth of WT plants was stunted (Figure 1C). In addition, the relative dry weight of the mutant was 2.4-fold greater than that of WT after 10 days of the treatment (Figure 1D). The survival rate of *alt1* was 89% after 12 days of treatment, but only 15% for WT (Figure 1E). These data demonstrated that *alt1* is an alkaline stress tolerant mutant.

To investigate whether the *ALT1* mutation also affected other abiotic stress processes, we next examined the phenotype of *alt1* and WT plants under salt or drought stress. No differences were found between the mutant and WT under NaCl or dehydration treatment (Figure S2). These observations suggested that tolerance to salt or drought stress was not enhanced in the *alt1* mutant.

The most evident morphological alteration of the *alt1* mutant is short roots during early development (Figure 1F). At the adult stage, no significant morphological alterations were found between *alt1* and WT plants, with the exception of tiller number per plant (Table S1).

### Map-based cloning and complementation test of alt1

As described above, the *alt1* mutant showed enhanced alkaline tolerance as well as phenotypes of short roots and low tiller number. Because individuals with the mutant short root phenotype could be easily distinguished among the segregating population, we used this trait for mapping analysis. Investigation of the short root phenotype in the F_2_ population derived from a cross between *alt1* and WT revealed that *alt1* is caused by a single recessive nuclear gene mutation (χ^2^ = 0.28<χ^2^_0.05_ = 3.84; *P*>0.05). Therefore, we performed map-based cloning to isolate the underlying gene. Using 538 F_2_ mutant plants derived from the cross between *alt1* and Kasalath, the candidate gene was narrowed down to a 35.2-kb region between STS markers M1 and M6 on the long arm of chromosome 1 (Figure 2A). Three predicted genes exist within this region. After sequencing these genes, only a single nucleotide deletion (G) was identified at the 3037^th^ position of *Os01g0779400* in *alt1* (Figure 2B).

**Figure 2:**
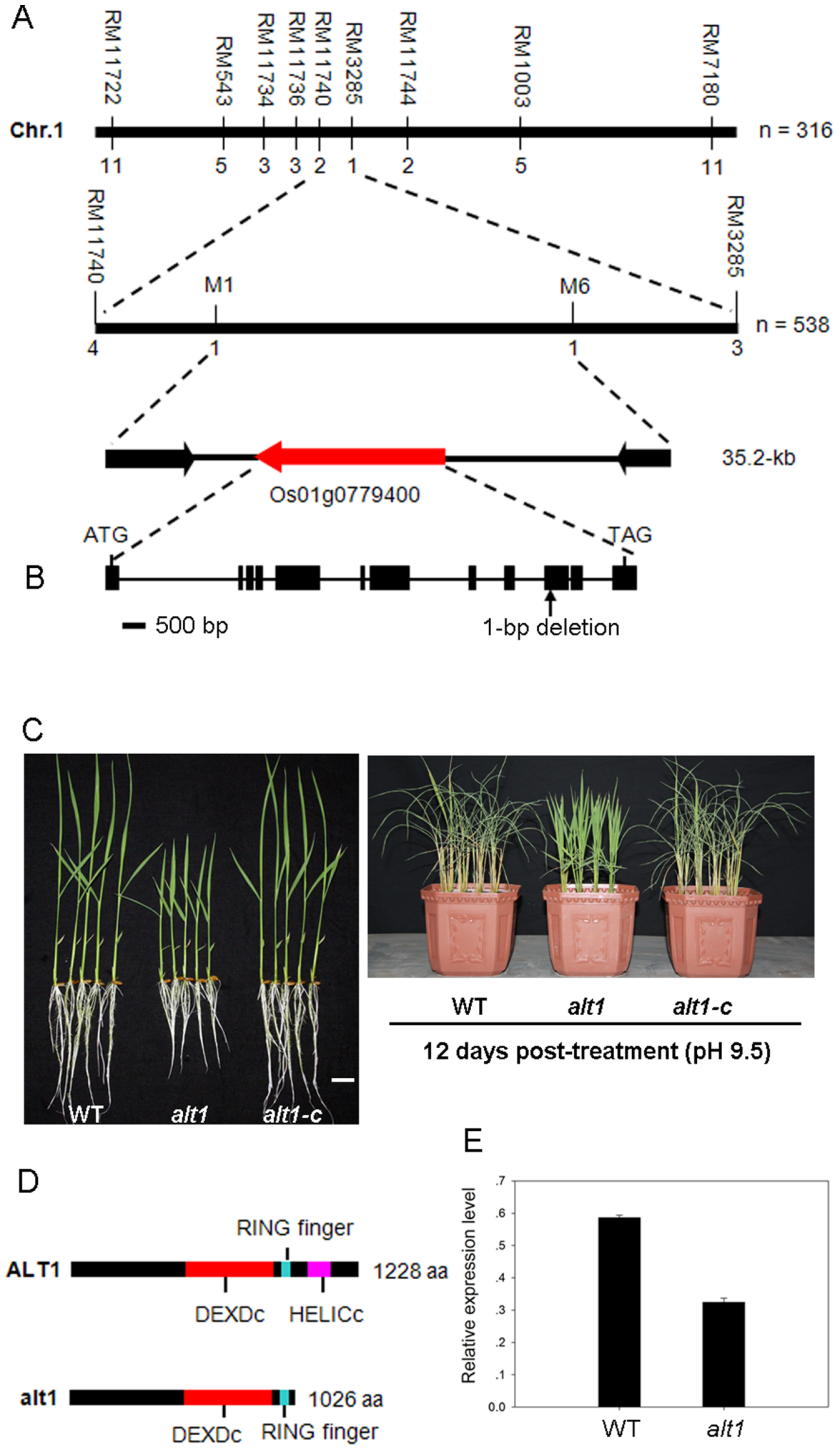
Map-based cloning of *ALT1* and complementation analysis. (A) Fine mapping of the *ALT1* locus. Numbers below the horizontal line are the number of recombinants. The *ALT1* locus was fine mapped to a 35.2-kb region between markers M1 and M6. Indicating three putative ORFs contained in this region. (B) Gene structure of *ALT1*. Black boxes indicate exons and lines between boxes indicate introns. There is 1-bp deletion in the 10^th^ exon in the *alt1* background. (C) Phenotypic analysis of two-leaf stage seedlings of WT, *alt1* and *alt1*-c under normal (left) and alkaline (right, pH 9.5) stress conditions, respectively. Bar = 2 cm. (D) Protein structure of ALT1 and alt1. (E) Transcript levels of *ALT1* in the roots of two-leaf-stage *alt1* and WT seedlings. *Actin* was used as an internal control. Data shown are mean values of three biological repeats with SD.

To verify that *Os01g0779400* is indeed *ALT1*, we performed a genetic complementation test in which *alt1* plants were transformed with wild-type *Os01g0779400*, which consists of the full-length coding sequence of the gene driven by its native promoter (1.1-kb genomic DNA fragment upstream of the ATG start codon). All the 23 independent T_2_ transgenic lines showed root length comparable to that of control, and displayed alkaline stress (pH 9.5) response similar to that of the WT (Figure 2C). This result indicates that the mutation in *Os01g0779400* is responsible for the phenotype of short root and alkaline tolerance exhibited in the *alt1* mutant.

*ALT1* is predicted to encode a core subunit of the Snf2 family chromatin remodeling ATPase, containing the featured Snf2 ATPase domains of DEXDc and HELICc (Figure 2D) that together have at least 12 characteristic sequence motifs with various roles in nucleic acid and/or nucleotide binding or hydrolysis [31]. The rice genome contains two paralogs of *ALT1* (i.e., *Os04g0629300* and *Os08g0180300*), with identities of 53% and 56% at the protein level, respectively. All these proteins belong to the Ris1 subgroup of the Snf2 family [29]. The nucleotide deletion in the mutant not only moderately affected *ALT1* transcription (Figure 2E), but also created a premature stop codon in the predicted coding region (Figure S3), resulting in a truncated alt1 protein lacking the HELICc domain (Figure 2D).

### dsRNAi knockdown transgenic plants mimic the alt1 phenotype

To further confirm the function of *ALT1* in alkaline tolerance, we generated a double stranded RNA interference (dsRNAi) construct harboring a unique fragment from 3516 bp to 3882 bp downstream of the start code under ZH11 background. Among the 27 independent transgenic lines generated, three lines, designated as RNAi-8, RNAi-9, and RNAi-7, were selected for their variously down-regulated *ALT1* transcription (20%, 40%, and 60%, in turn) (Figure 3A). The root length of the RNAi transgenic lines decreased in a transcript dosage-dependent manner (Figure 3B), with about 98%, 85%, and 70% of that of the WT roots. Alkaline stress (pH 9.5) treatment showed that the three RNAi transgenic plants displayed different degrees of alkaline tolerance compared with WT (Figure 3C). RNAi-7, which had the greatest reduction in transcript, showed the strongest tolerance to alkaline stress. In contrast, RNAi-8, which had the smallest reduction in transcript, displayed similar phenotype as the WT in terms of tolerance to alkaline stress (Figure 3C). After 13 days of alkaline treatment, the WT seedlings were completely wilted (Figure 3C), while the seedlings of the RNAi-7 and RNAi-9 transgenic lines remained a survival rate of 88% and 56%, respectively, under the same stress conditions. These data clearly demonstrated that *ALT1* plays a role in regulating tolerance to alkaline stress.

**Figure 3:**
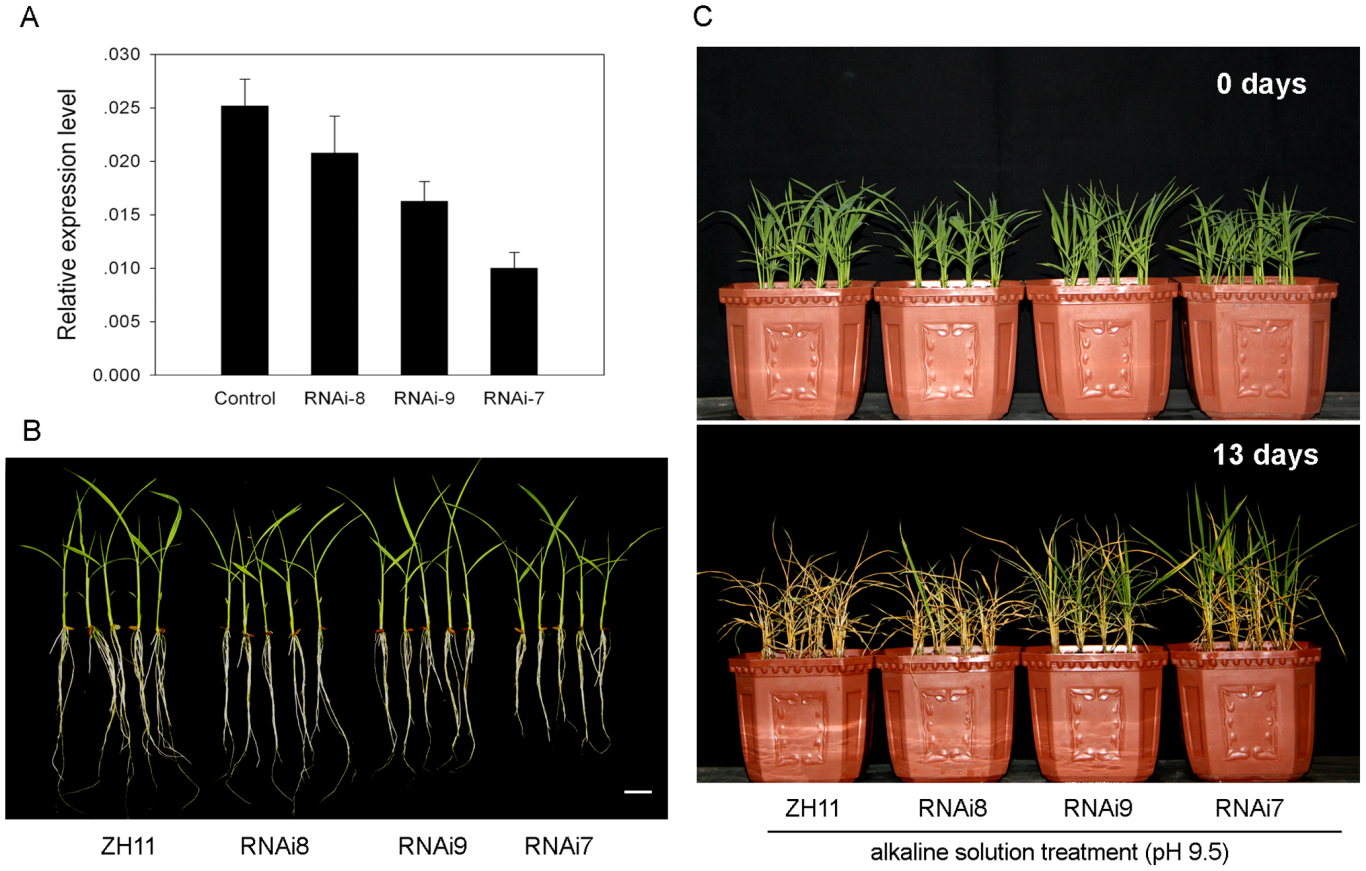
Suppression of *ALT1* resulted in enhanced tolerance to alkaline stress. (A) Transcript levels of *ALT1* in the three selected RNAi transgenic lines and the vector control. *Actin* was used as an internal control. Data shown are mean values of three biological repeats with SD. (B) Morphology of two-leaf stage seedlings of the three RNAi transgenic lines and the control cultured in tap water under natural conditions. Bar = 2 cm. (C) Phenotypic analysis of alkaline tolerance. Two-leaf stage seedlings of the three RNAi transgenic lines and the vector control were treated with alkaline solution (pH 9.5), and photographed at 0 day and 13 day after the start of treatment, respectively.

### Subcellular localization and transcriptional response of ALT1 to alkaline stress

The data above showed that mutation of *ALT1* enhances tolerance to alkaline stress. For functional characterization of *ALT1*, we investigated the transcriptional response of *ALT1* to alkaline stress. The result showed that transcription of *ALT1* was transiently and moderately suppressed after 1 hour of pH 10.0 treatment (Figure 4A), consistent with the negative function of *ALT1* in alkaline tolerance.

**Figure 4:**
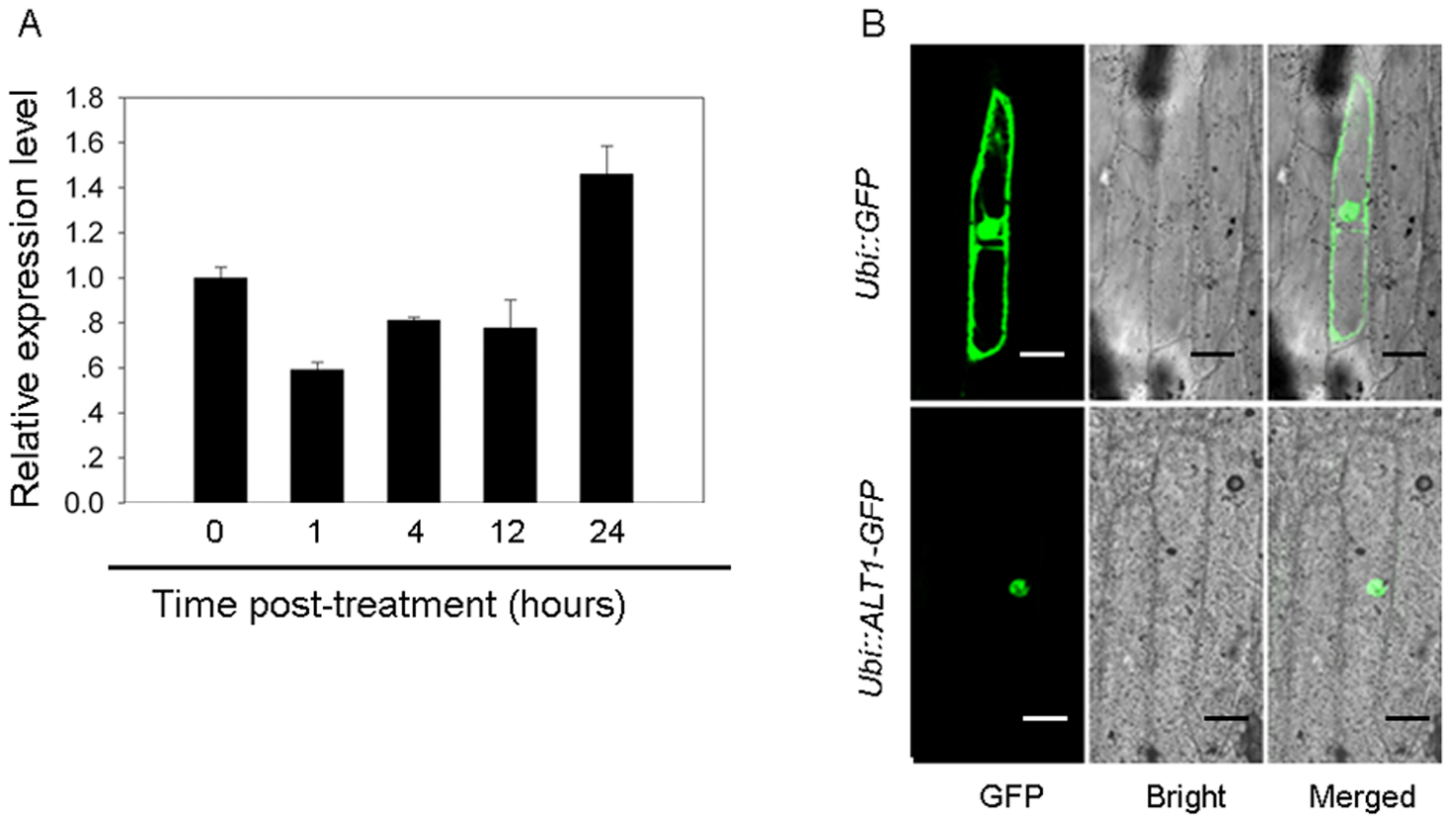
Expression and subcellular localization of ALT1. (A) Transcriptional response of *ALT1* to alkaline stress. Two-leaf stage WT seedlings were treated with alkaline solution (pH 10.0), and *ALT1* expression was monitored at the indicated time points by qRT-PCR analysis. *Actin* was used as internal control. Data shown are mean values of three biological repeats with SD. (B) Subcellular localization of ALT1. GFP and the ALT1-GFP fusion under the control of the maize *Ubi* promoter were transiently expressed in onion epidermal cells. Indicating the ALT1-GFP fusion protein was specifically expressed in the nucleus. Bars = 100 µm.

To determine the subcellular localization of ALT1, we fused in-frame of *ALT1*, driven by the maize *ubiquitin* promoter, to the upstream of the GFP-coding sequence, and transiently expressed the construct in onion epidermal cells. The green fluorescence signal resulting from ALT1::GFP was detected exclusively in the nucleus (Figure 4B), indicating that ALT1 is a nucleus localized protein.

### alt1 shows stable capacity for ion absorption under alkaline stress

As alkaline stress severely affects the absorption of metal ions especially Fe [8], [9], [32], we quantified a series of metal ions (i.e., Fe, Mg, Cu, Zn, and Mn) in the shoots of *alt1* and WT under alkaline stress (pH 9.5). The quantity of all metal ions decreased significantly in WT plants after alkaline treatment (Figure 5). After 10 days of treatment, the quantity of Fe, Mg, Cu, Zn, and Mn in WT plants decreased to 30%, 50%, 53%, 53% and 23% of the starting concentrations, respectively (Figure 5). The plants of *alt1* contained lower levels of the five metal ions than the WT at the start of treatment, which should be due to the retarded growth of the mutant seedlings (Figure 1F). However, all these metal ions maintained at stable levels throughout the alkaline treatment in the mutant plants (Figure 5). These data suggest that the absorption of these metal ions, including Fe, was less affected in *alt1* under alkaline conditions.

**Figure 5:**
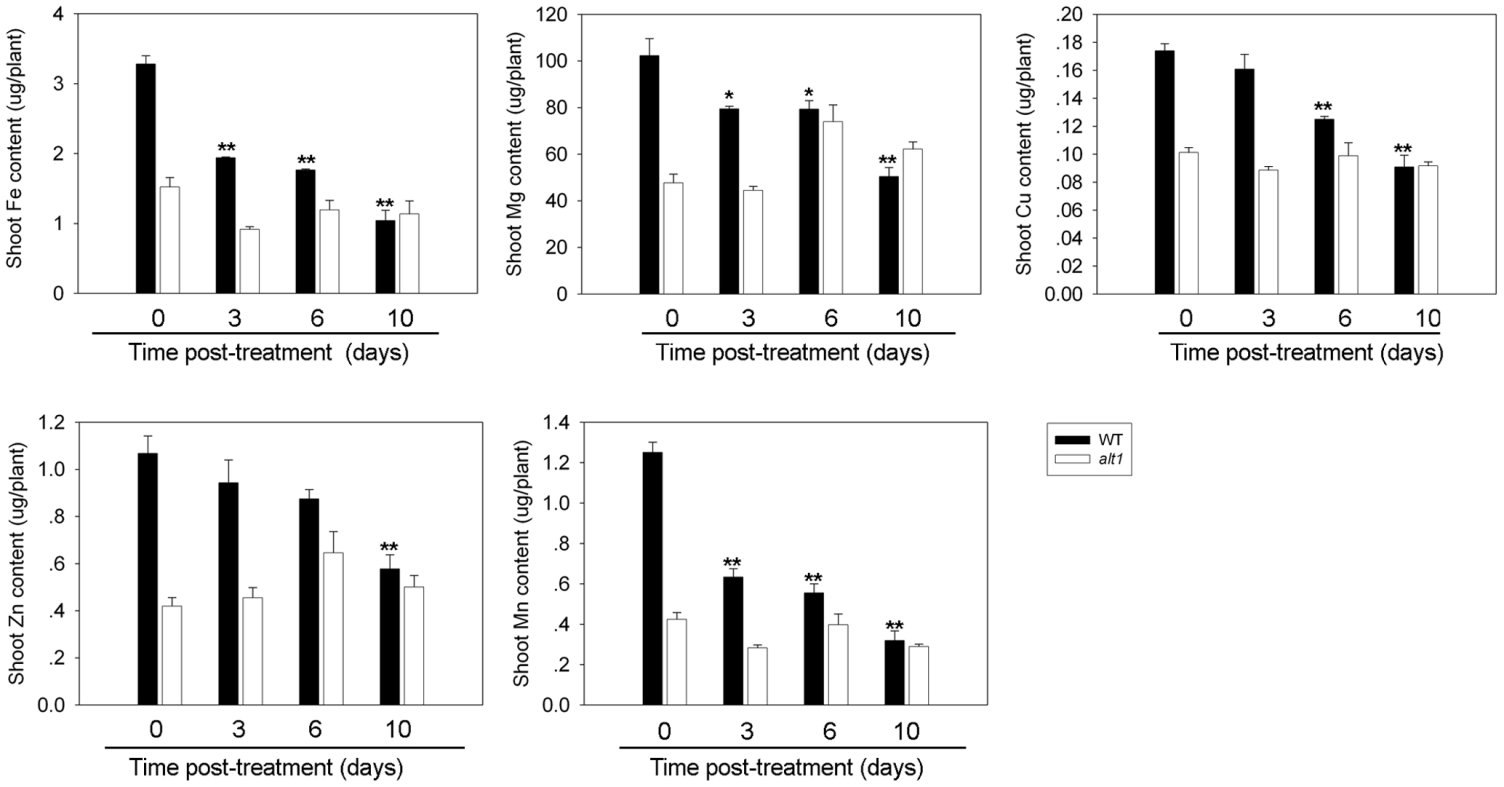
Metal ion quantification. Two-leaf stage *alt1* and WT seedlings grown hydroponically were subjected to alkaline solution (pH 9.5), and quantification of metal ions was carried out in the shoots of *alt1* and WT plants on days 0, 3, 6 and 10, respectively. Values are means ± SE (n = 3). Asterisks denote significance compared with the control plants of day 0. *: *P*≤0.05, **: *P*≤0.01.

### alt1 maintains intact root morphology under alkaline stress

Previous studies showed that abiotic stresses such as drought and salt usually induce plant root death [33], [34]. Our data presented above show that *alt1* had better growth (Figure 1C and 1D), and the mutant displayed a stable capacity for metal ion utilization under alkaline treatment (Figure 5). To determine whether root growth of *alt1* was differentially impaired under alkaline stress, we first examined the root morphology of plants subjected to alkaline treatment. Because roots of WT collapsed rapidly upon treatment at pH 9.5 (data not shown), we treated the seedlings with pH 9.0 for detailed comparison. The results showed that roots of *alt1* remained intact during a 3-day alkaline treatment (Figure 6A). In contrast, WT roots had obvious morphological defects after as short as 1 day of alkaline stress. Furthermore, root cap abscission was observed for WT plants after 2 days, and cells in the root tip collapsed after 3 days of treatment (Figure 6A). We next examined root vitality using PI staining, which labels dead or dying plant cells (Duan et al., 2010). Staining was detected on the root epidermis of WT after 1 day of treatment, and the stained area rapidly enlarged and intensified after the second day of treatment (Figure 6B). However, staining was consistently weak in the roots of the *alt1* mutant (Figure 6B). These observations suggest that the mutant maintained intact root morphology under alkaline stress, which might explain why roots of *alt1* are better able to absorb metal ions under such conditions.

**Figure 6:**
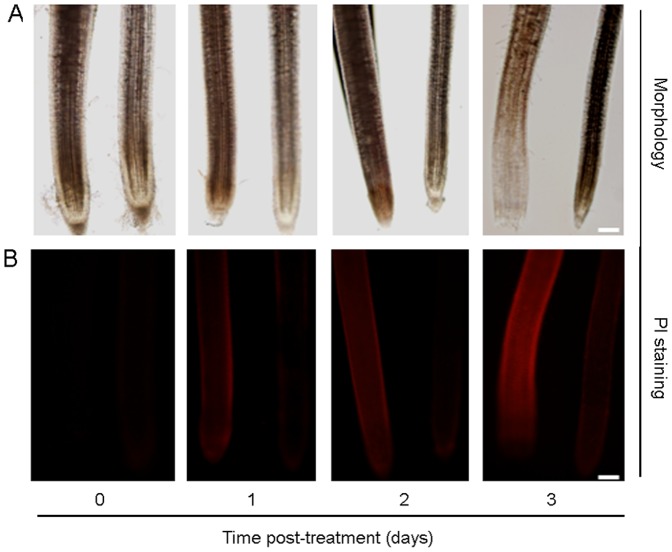
*alt1* showed intact root morphology under alkaline stress. Two-leaf stage *alt1* and WT seedlings were subjected to alkaline solution (pH 9.0) and evaluated over a time course. Left: WT; Right: *alt1*. (A) Root morphology of *alt1* and WT under alkaline treatment. (B) Propidium iodide staining of root cells of *alt1* and WT plants subjected to alkaline treatment. Bars = 2 mm.

### Oxidative stress related genes are differentially expressed in the alt1 mutant

To explore the pathway for *ALT1* to function in alkaline tolerance, a cDNA microarray analysis was performed to identify genes that are differentially expressed in *alt1* and WT. 

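The signal of *ALT1* itself (Os01g0779400) was -0.10 ± 0.03 in WT and -0.22 ± 0.03 in *alt1* (mean ± SD of 3 arrays per genotype, in log2 relative to the 75th percentile of each array). This is a log2 fold change of -0.11 in *alt1* against WT (standard error 0.06, adjusted p = 0.125 from limma with Benjamini-Hochberg adjustment), so the difference is small and not past the threshold, although each *alt1* array lay below each WT array. Its paralogs Os04g0629300 and Os08g0180300 had log2 fold changes of 0.50 and 0.22. RNA from roots was hybridised to 1-colour arrays, 1 array for each of 3 WT and 3 *alt1* samples. The authors deposited the scanner's background-subtracted intensity for every spot, not yet normalized between arrays, and a separate table of normalized log2 values, fold changes and p-values. Of 43734 spots for genes on each array, between 76.8% and 80.7% were well above background, and no spot was saturated. From the scanner intensities, each array's log2 values were set relative to its 75th percentile, spots marked as outliers were left out, and spots of the same probe were averaged. A probe was tested when it was well above background on every array of at least one genotype, and a gene with several probes was represented by the probe with the highest mean signal. This left 23107 genes and 33715 probes for the comparison with limma. A gene was called differentially expressed with an adjusted p below 0.01 and a change of at least 3-fold. All 3 WT arrays and 1 *alt1* array shared a slide, and the other 2 *alt1* arrays were on a second slide, by the headers of the scanner output. With 3 arrays per genotype, an exact two-sided permutation test of a single gene cannot give a p below 0.1, and the number of arrays limits the precision of every value.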

Using the Rice Gene Expression 4×44 K Microarray (Agilent Technology), we compared the gene expression profiles in roots of *alt1* and WT seedlings at the two-leaf stage under normal growth conditions. Totally, 641 transcripts were detected with differential expression levels (3-fold cutoff, P<0.01) (Table S2). Of these transcripts, 385 were up-regulated and 256 were down-regulated in *alt1* compared with WT (Table S2). 

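By this rule, 1086 of the 23107 genes tested were differentially expressed between *alt1* and WT, and 1378 of the 33715 probes. Of the genes listed in Table S2, 605 were among them in the direction Table S2 gives. Table S2 was drawn from these same arrays, so this overlap is not independent evidence. Without the 3-fold cutoff, 8719 genes had an adjusted p below 0.01. With each array left out in turn, between 995 and 1180 genes were called. With the normexp model in place of the scanner's own background correction, 32 genes were called, and 608 when the few spots with a local background above their signal were left out of it, a choice made after seeing the data. With slide as a block in the model, 944 genes were called, 827 of them the same genes.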

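Of the 1086 differentially expressed genes, 377 had a higher signal in *alt1* and 709 had a lower signal. The share that was higher was 34.7%, and it was 38.8% when arrays were scaled to their median. Among genes measured in both genotypes, the largest rise was in Os08g0156100, with a log2 fold change of 8.88 (standard error 0.13), and 2 of its 3 WT arrays were well above background. It was followed by Os04g0339400, an aldo/keto reductase family gene with a log2 fold change of 7.89. Os11g0517400 rose by 7.11, read against WT signals of which 1 of 3 was well above background. Os12g0134900, a cytochrome P450 family gene, rose by 7.08, and Os01g0934800, an alpha/beta hydrolase gene, rose by 6.53. The largest fall was in Os08g0535000, with a log2 fold change of -5.49 (standard error 0.12). Os08g0353700 followed at -5.24, with 1 of 3 *alt1* arrays well above background, then Os10g0335000 at -5.07, Os08g0352100 at -4.91 and Os10g0180800 at -4.71, the last with 2 of 3 *alt1* arrays well above background. For the genes at background on some arrays, the size and the rank are uncertain. The probes of Os12g0134900 and Os08g0352100 carry a different locus ID in the scanner's systematic name, Os11g0138300 and Os08g0353700, so the 2 falls with the last ID may belong to 1 gene. All of these had an adjusted p of at most 0.000487 and stayed past the threshold with any 1 array left out.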

Because the mutant displayed stable levels of the five metal ions including Fe under alkaline treatment (Figure 5), and the improvement of Fe utilization has been regarded as the key factor for rice plants tolerant to alkaline stress [8], [9], we first supposed that *ALT1* functions in alkaline tolerance by regulating the expression of metal ion utilization related genes. However, a survey of the microarray data found that, the known regulators functioning directly in metal ion utilization, such as *OsIDEF1* (*Os08g0101000*), *OsIDEF2* (*Os05g0426200*), *OsIRO2* (*Os01g0952800*), *OsNAS1* (*Os03g0307300*), *OsNAS2* (*Os03g0307200*), *OsNAS3* (*Os07g0689600*), *OsNAAT1* (*Os02g0306401*), *OsDMAS1* (*Os03g0237100*), *OsTOM1* (*Os12g0132650*), *OsYSL2* (*Os02g0649900*), *OsYSL15* (*Os02g0650300*), *OsIRT1* (*Os03g0667500*), and *OsIRT2* (*Os03g0667300*) [32], could not be identified among the differentially expressed genes (Table S2).

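Probes for 11 of the 13 named genes were on the array, and no probe carried the locus ID given for *OsNAAT1* or *OsTOM1*. All 11 genes were well above background on all 6 arrays. None passed the threshold, and none did when p was adjusted over the list alone. At an unadjusted p under 0.05 there were 8 genes by limma and 8 by a t-test on each gene. An adjusted p below 0.01 was found for 5 of them, all with smaller changes than 3-fold. *OsNAS3* (Os07g0689600) had the largest rise, with a log2 fold change of 1.09 (standard error 0.16, adjusted p = 0.00192), which is the only call among them at a 2-fold cutoff. *OsIRT2* (Os03g0667300) and *OsIRT1* (Os03g0667500) had the largest falls, with log2 fold changes of -0.82 and -0.73 (adjusted p = 0.000722 and 0.00043). *OsIDEF2* (Os05g0426200) and *OsYSL15* (Os02g0650300) fell by 0.29 each on the log2 scale. The other 6 had changes between -0.33 and 0.34. Over the list, 7 genes were lower and 4 were higher in *alt1*, with a median log2 fold change of -0.19. The median lay at percentile 6.77 among 10000 random lists matched on mean signal. As a set the genes were lower by the fry test (p = 0.00864), and not by camera with a preset correlation (p = 0.328) or an estimated one (p = 0.48). The direction of 2 genes depended on the processing or the design. *OsNAS2* (Os03g0307200), at 0.17, had a change of -0.02 after quantile normalization. *OsIRO2* (Os01g0952800), at -0.19, had a change of 0.21 with slide as a block, an estimate that rests on *alt1* replicate 1 against WT.

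**Figure D1:**
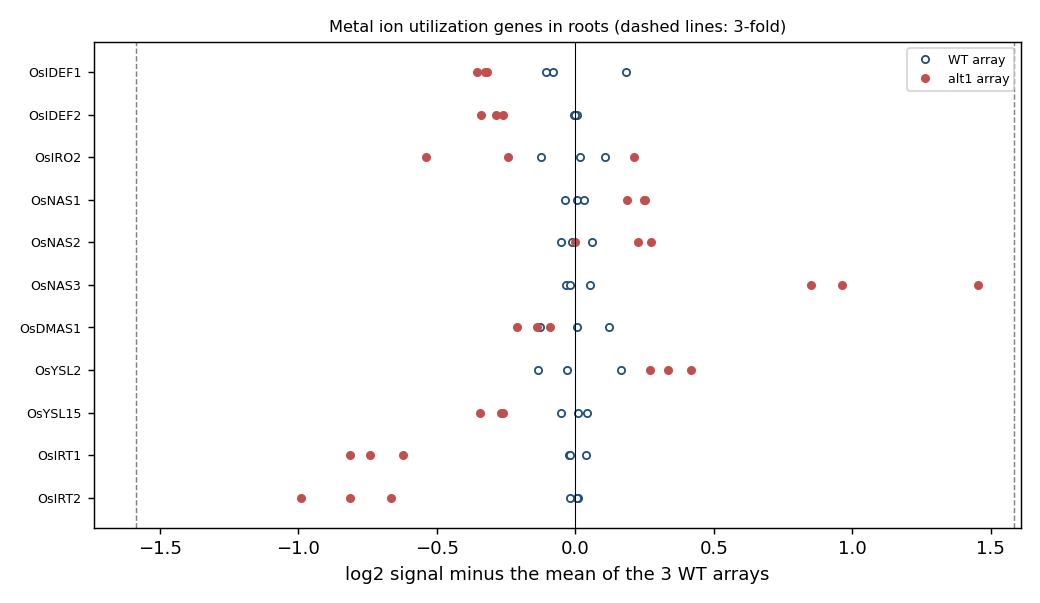
Log2 signal of the 11 metal ion utilization genes on each array, minus the mean of the 3 WT arrays of the same gene (horizontal axis, log2), with 1 line per gene. Open points are WT arrays, filled points are *alt1* arrays, and dashed lines mark a 3-fold change, which no array reaches.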

Functional classification of the differentially expressed genes revealed that about 78 of them are involved in abiotic stresses (Table S2). 

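Of the 78 genes in bold in Table S2, all were tested, and 73 were differentially expressed in the direction Table S2 gives. The same 78 gave 74 calls when p was adjusted over the list alone, 1 of them (Os01g0710700) opposite in sign to the fold printed in Table S2, though not if that fold is read as a ratio. The paper chose the list on these arrays, so neither count is independent evidence. In *alt1*, 59 of the 78 had a higher signal and 19 had a lower signal, with a median log2 fold change of 2.22. The genes below the threshold were Os01g0633500, Os01g0369700, Os10g0525800 and Os01g0214800, a lipase gene that fell by 0.76 on the log2 scale. With slide as a block, 66 of the 78 were called.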

More importantly, 50 of the 78 genes appear to be involved in the defense against oxidative stress (Table 1). For example, *OsSWAP70B* (*Os07g0138100*) functions as a suppressor of ROS production [35], and *OsProDH2* (*Os10g0550900*) appears to encode a proline oxidase that promotes ROS accumulation [36]. 

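For the 50 genes of Table 1, every direction was the one Table 1 gives, and 47 passed the threshold, 40 with a higher and 7 with a lower signal in *alt1*. Adjusting p over the list alone also gave 47, in a list that the paper chose on these arrays. Os10g0525800 and Os01g0369700, both glutathione S-transferase genes, fell just short of the fold cutoff, with changes of 2.98-fold and 2.97-fold. Os01g0633500, an NADPH-dependent reductase gene, was 1.65-fold lower by the brighter of its 2 probes, while its other probe had a log2 fold change of -2.19. Between 46 and 48 of the genes were called with any 1 array left out.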

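*OsSWAP70B* was represented by the brighter of 2 probes, whose signal was 0.15 ± 0.08 in WT and -2.29 ± 0.18 in *alt1* (mean ± SD, n = 3 arrays each, log2 relative to the array's 75th percentile). Its log2 fold change was -2.44 (standard error 0.10, adjusted p = 2.77e-05 from limma), and -2.44 for the other probe as well. *OsProDH2* had 1 probe, with a signal of 0.47 ± 0.14 in WT and -2.13 ± 0.11 in *alt1*. Its log2 fold change was -2.61 (standard error 0.09, adjusted p = 1.64e-05 from limma). With each array left out in turn, the log2 fold change stayed between -2.54 and -2.33 for *OsSWAP70B* and between -2.67 and -2.54 for *OsProDH2*. With the normexp background correction, neither passed the threshold, with values of -1.91 and -2.01. Both passed it, at -2.30 and -2.45, when the spots with a bright local background were left out of that correction, a choice made after seeing the data.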

Transcription of both genes was significantly down-regulated in *alt1* (Figure 7A). In addition, dozens of genes appear to protect plant cells from oxidative damage by scavenging ROS, such as a batch of Glutathione *S*-transferase genes, genes involved in the mitochondrial electron transport chain, genes encoding alcohol dehydrogenase-like proteins, an isoflavone reductase-like protein, and a cysteine proteinase-like protein [37]–[42]. Most of these genes were significantly up-regulated in the mutant (Figure 7B and Table 1). These data suggest that the quantity of ROS in *alt1* might be maintained at lower levels by suppressing ROS production and enhancing ROS scavenging.

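Among the 39 ROS scavenging genes of Table 1, 33 had a higher and 6 had a lower signal in *alt1*, and 31 and 5 of these passed the threshold. The 22 glutathione transferase genes of Table 1 included 18 called higher and 2 called lower, with log2 fold changes from -3.21 in Os03g0643700 to 5.91 in Os10g0527400. Since the paper chose these members on the same arrays, a set by description was also taken. It leaves out Table 1 genes described only as GST or glutathione transferase. It still holds other members of Table 1, so its tests are not independent of that choice. With the wider wording there were 70 tested genes, with a median log2 fold change of 0.56, 19 called higher and 3 lower. On the array, 66 genes had a description with glutathione S-transferase, and 55 of them were tested. Their median log2 fold change was 0.51, with 39 higher and 16 lower (fry, p = 9.57e-07, and camera with an estimated correlation, p = 0.0189). Of the 55, 13 were called higher and 2 were called lower. Probes of the same gene disagreed for Os10g0368100, with log2 fold changes of 4.58 and 0.30. Outside the glutathione transferases, the alternative oxidase genes Os02g0318100 and Os04g0600200 had log2 fold changes of 4.58 and 2.92. The external NADPH dehydrogenase gene Os05g0331200 had one of 4.06, the isoflavone reductase-like gene Os01g0106400 one of 3.71, and the papain family peptidase gene Os09g0381400 one of 1.62. The alcohol dehydrogenase genes of Table 1 went both ways, with 1.69 for Os12g0226900, 1.69 for Os11g0210300, -2.48 for Os02g0585700 and -4.48 for Os02g0586000. The cytochrome oxidase subunit VIb gene Os02g0791400 was lower as well, at -1.77, as was Os01g0633500.

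**Figure D2:**
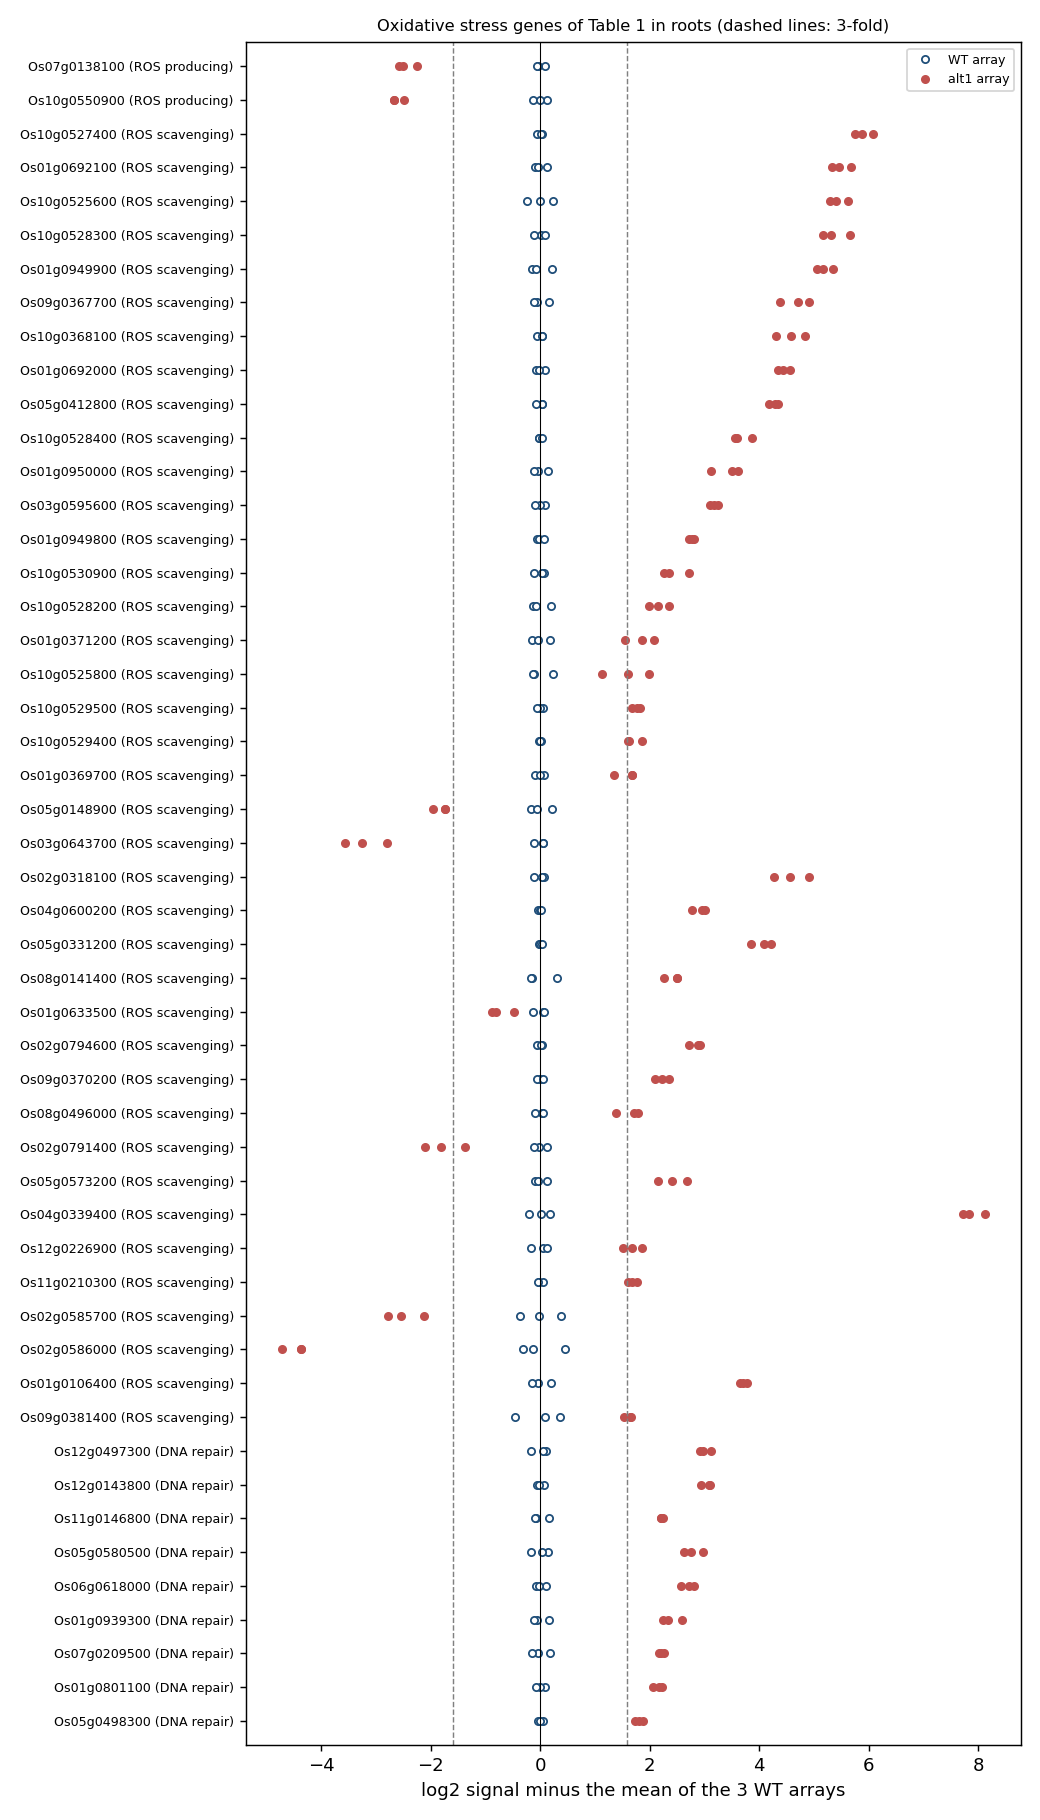
Log2 signal of the 50 genes of Table 1 on each array, minus the mean of the 3 WT arrays of the same gene (horizontal axis, log2), with 1 line per gene. Open points are WT arrays, filled points are *alt1* arrays, and dashed lines mark a 3-fold change. The *alt1* arrays lie to the right of the WT arrays for 42 genes and to the left for 8.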

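Set together, both genes that Table 1 lists under ROS production were lower in *alt1*. The ROS scavenging genes of Table 1, chosen by the paper on these arrays, had a median log2 fold change of 2.44. From the lower expression of the first group and the higher expression of most of the second, the paper proposes that ROS might be kept at lower levels in *alt1*. The paper's text names *OsSWAP70B* as a suppressor of ROS production, while Table 1 places it with the ROS producing genes. Peroxidase genes, singled out after their values were seen and not listed in Table 1, went the other way. Of 127 tested, 2 were called higher and 13 lower, with a median log2 fold change of -0.12. The set was lower by fry (p = 0.000401) and by camera with a preset correlation (p = 0.0129), and not with an estimated one (p = 0.151). In Table S2, 8 of 9 peroxidase genes have a negative fold.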

**Figure 7:**
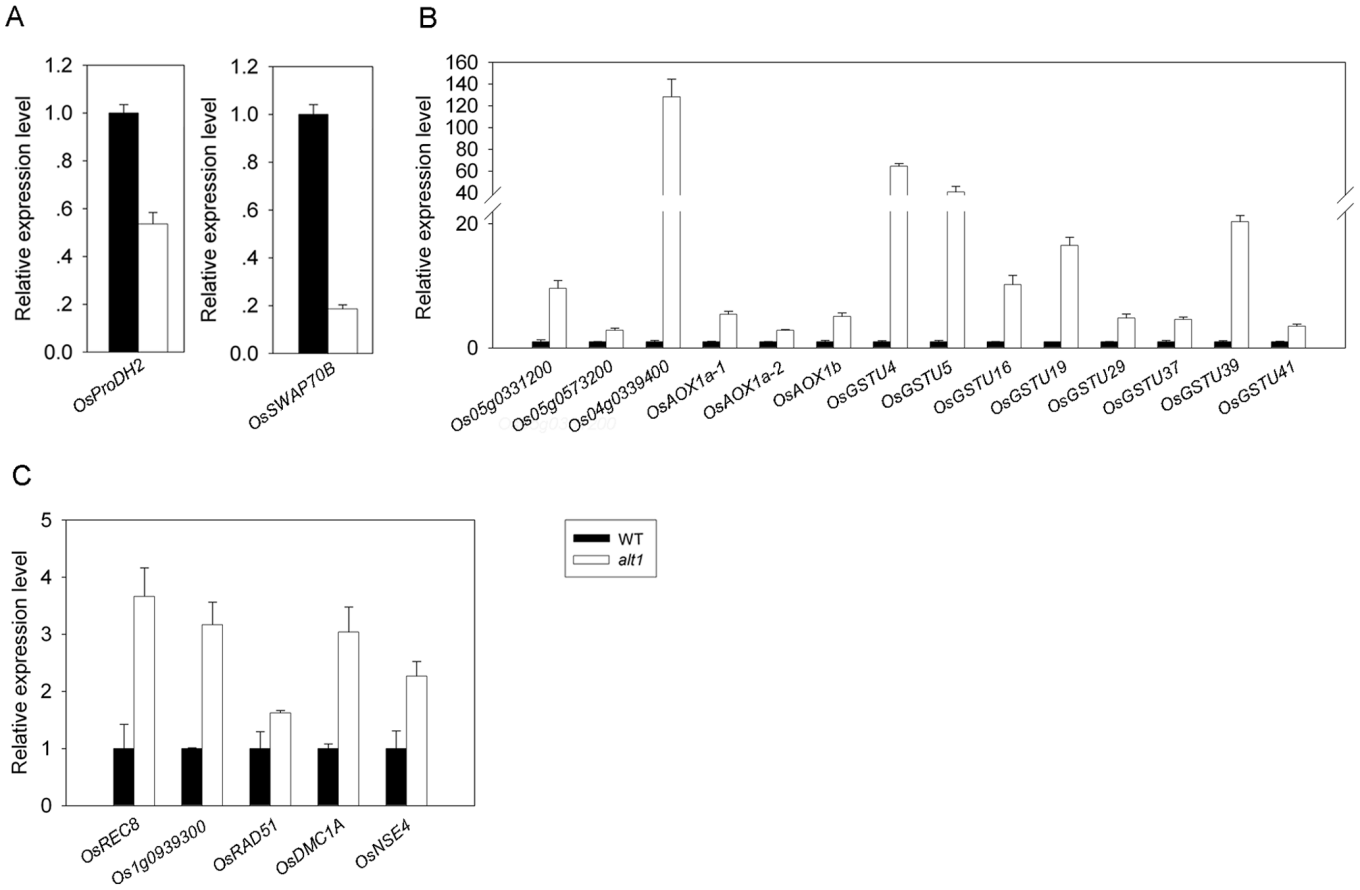
Expression analysis of oxidative stress-related genes. qRT-PCR was conducted on the roots of hydroponically grown two-leaf stage *alt1* and WT seedlings. *Actin* was used as an internal control. Data shown are mean values of three biological repeats with SD. (A) Genes related to ROS producing.- (B) Genes related to ROS scavenging. (C) Genes related to DNA repair.

**Table 1:** Oxidative stress-related genes differentially expressed in *alt1* as revealed by microarray analysis.

Probe name^a^	Description^b^	P-value^c^	Fold change^d^
**ROS producing**			
*Os07g0138100*	Pleckstrin homology-type domain containing protein *(OsSWAP70B)*	0.000420	−5.29
*Os10g0550900*	Proline oxidase domain containing protein *(OsProDH2)*	0.000020	−6.01
**ROS scavenging**			
*Os10g0527400*	Similar to Tau class GST protein 3 *(OsGSTU19)*	0.000101	58.60
*Os01g0692100*	Glutathione S-transferase *(OsGSTU39)*	0.000003	46.22
*Os10g0525600*	Similar to Tau class GST protein 3	0.000019	42.78
*Os10g0528300*	Tau class GST protein 4 *(OsGSTU4)*	0.000161	36.84
*Os01g0949900*	Similar to Glutathione S-transferase *(OsGSTU37)*	0.000007	35.86
*Os09g0367700*	Similar to GST6 protein *(OsGSTU5)*	0.000059	25.58
*Os10g0368100*	Similar to Glutathione S-transferase GSTU35	0.000444	23.42
*Os01g0692000*	Similar to Glutathione S-transferase GST 26	0.000001	22.47
*Os05g0412800*	Similar to Glutathione S-transferase GST 41 *(OsGSTU16)*	0.000014	20.62
*Os10g0528400*	Similar to Glutathione S-transferase *(OsGSTU29)*	0.000071	11.62
*Os01g0950000*	Similar to Glutathione S-transferase GST 28 *(OsGSTU41)*	0.000352	11.56
*Os03g0595600*	Similar to Glutathione S-transferase	0.000001	9.45
*Os01g0949800*	Similar to Glutathione S-transferase GST 28	0.000001	6.75
*Os10g0530900*	Similar to Glutathione S-transferase GST 30	0.004421	6.11
*Os10g0528200*	Similar to Glutathione S-transferase TSI-1	0.000126	4.63
*Os01g0371200*	Similar to Glutathione-S-transferase 19E50	0.001183	3.87
*Os10g0525800*	Similar to Glutathione S-transferase GSTU31	0.008134	3.25
*Os10g0529500*	Similar to Glutathione-S-transferase 2	0.000013	3.23
*Os10g0529400*	Tau class GST protein 4	0.002258	3.23
*Os01g0369700*	Similar to Glutathione S-transferase GST 8 *(OsGSTF5)*	0.001745	3.00
*Os05g0148900*	Similar to Glutathione-S-transferase 19E50	0.001472	−3.29
*Os03g0643700*	Similar to GST6 protein	0.002487	−8.45
*Os02g0318100*	Alternative oxidase 1a *(OsAOX1a-1)*	0.000669	23.84
*Os04g0600200*	Alternative oxidase 1a *(OsAOX1a-2)*	0.000511	7.53
*Os05g0331200*	External rotenone-insensitive NADPH dehydrogenase	0.000550	17.33
*Os08g0141400*	Similar to External rotenone-insensitive NADPH dehydrogenase	0.000892	5.39
*Os01g0633500*	Similar to NADPH-dependent reductase A1	0.002659	−4.34
*Os02g0794600*	Similar to Copper chaperone COX17-1	0.000085	7.34
*Os09g0370200*	Copper chaperone SCO1/SenC domain containing protein	0.000104	4.78
*Os08g0496000*	Cytochrome oxidase assembly family protein	0.002097	3.12
*Os02g0791400*	Cytochrome c oxidase, subunit VIb domain containing protein	0.008472	−3.26
*Os05g0573200*	NADP-isocitrate dehydrogenase	0.001074	5.54
*Os04g0339400*	Aldo/keto reductase family protein	0.000002	236.55
*Os12g0226900*	Similar to Allyl alcohol dehydrogenase	0.000191	3.49
*Os11g0210300*	Alcohol dehydrogenase 1	0.000040	3.22
*Os02g0585700*	Quinonprotein alcohol dehydrogenase-like domain containing protein	0.001116	−5.40
*Os02g0586000*	Quinonprotein alcohol dehydrogenase-like domain containing protein	0.000832	−21.53
*Os01g0106400*	Similar to Isoflavone reductase homolog IRL *(OsIRL)*	0.000257	14.03
*Os09g0381400*	Similar to Ervatamin C	0.000013	4.33
**DNA repair**			
*Os12g0497300*	Similar to DNA repair protein RAD51 homolog *(OsRAD51)*	0.000015	8.34
*Os12g0143800*	Similar to Disrupted meiotic cDNA 1 protein *(OsDMC1A)*	0.000016	8.18
*Os11g0146800*	Similar to Disrupted meiotic cDNA 1 protein *(OsDMC1B)*	0.001043	4.79
*Os05g0580500*	Rad21/Rec8 like protein, N-terminal domain containing protein *(OsREC8)*	0.000034	7.21
*Os06g0618000*	Nse4 domain containing protein *(OsNSE4)*	0.000007	7.02
*Os01g0939300*	BRCT domain containing protein	0.000063	5.44
*Os07g0209500*	DNA-directed DNA polymerase, family B domain containing protein *(OsREV3)*	0.001388	5.03
*Os01g0801100*	Apurinic endonuclease-redox protein *(OsARP)*	0.000007	4.50
*Os05g0498300*	DNA mismatch repair protein MutS, core domain containing protein *(OsMSH5)*	0.000005	3.71

a Name of probe set on Affymetrix Rice GeneChip.

b Gene annotation in The Rice Annotation Project Database.

c P-value of statistical Student's *t*-test.

d Fold change of *alt1* compared with WT. Values are calculated by R-software.

Besides the genes involved in ROS homeostasis, a number of differentially expressed genes related to DNA repair were also identified in *alt1*, such as *OsREC8* (*Os05g0580500*) [43], *OsRAD51* (*Os12g0497300*) [44], *OsARP* (*Os01g0801100*) [45], *OsMSH5* (*Os05g0498300*) [46], *OsREV3* (*Os07g0209500*) [47], and *OsDMC1A* (*Os12g0143800*) [48]. 

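Table 1 lists 9 DNA repair genes, and all 9 passed the threshold with a higher signal in *alt1*, also with any 1 array left out. Their log2 fold changes ran from 1.81 to 3.04, with a median of 2.39. *OsDMC1A* had a log2 fold change of 3.04 (standard error 0.07, adjusted p = 5.6e-06 from limma), and *OsRAD51* had one of 3.01 (standard error 0.10, adjusted p = 1.17e-05). *OsREC8* followed at 2.79, *OsREV3* at 2.22, *OsARP* at 2.16 and *OsMSH5* at 1.81. Their mean signal in WT lay between -6.53 and -1.49 (log2 relative to the array's 75th percentile), and each was well above background on all 3 WT arrays. None of the 9 passed the threshold with the normexp background correction, and 7 did once the bright-background spots were left out of it, a choice made after seeing the data.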

Transcript levels of all these genes were significantly increased in the *alt1* mutant (Figure 7C and Table 1), suggesting that DNA repair machinery might be highly activated in the mutant.

We also noticed that the expression of a dozen transcription factor (TF) genes related to abiotic stresses, such as NAC, WRKY, MYB, bZIP, and C2H2-type zinc finger [49], were significantly changed in the *alt1* mutant (Table S2 and Figure S4). This result suggests that the TFs may also contribute to *ALT1*-mediated alkaline tolerance in rice.

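Table S2 has 26 transcription factor genes, 13 of them in bold as related to abiotic stress, and all 13 passed the threshold in the direction Table S2 gives. In *alt1*, 8 of the 13 had a higher and 5 had a lower signal. The largest rise was in the MYB gene Os07g0137000, with a log2 fold change of 4.02 (standard error 0.23, adjusted p = 6.74e-05 from limma). The NAC genes Os05g0194500, Os11g0127600, Os02g0594800, Os12g0123800 and Os04g0477300 all rose, by 3.50, 2.83, 2.75, 2.61 and 1.96. The bZIP gene Os03g0127500 rose by 1.89. The 4 WRKY genes went both ways, with 1.85 for Os05g0129800, -1.75 for Os01g0289600, -2.04 for Os09g0417800 and -1.62 for Os09g0417600. The C2H2-type zinc finger gene Os11g0702400 fell by 2.17 and *MYBS3* (Os01g0524500) fell by 2.00. Of the 26 genes, 17 had a lower signal in *alt1*. With slide as a block, 11 of the 13 were called.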

### alt1 exhibits tolerance to oxidative stress

Abiotic stresses usually cause ROS accumulation, and excessive ROS results in oxidative stress, which ultimately causes cell death [50]. The microarray data above demonstrated that expression of a majority of genes involved in oxidative stress is favorably altered in the *alt1* background, suggesting that the mutant might be tolerant to oxidative stress. To test this notion, we subjected *alt1* and WT seedlings to 20 µM methyl viologen (MV), a well-known oxidative stress inducer for the production of ROS in chloroplasts under light [51]. Four days after MV treatment, necrotic spots were visible on the leaves of WT seedlings, and WT plants began wilting after 6 days and mostly died after 11 days of MV treatment (Figure 8A). In contrast, the leaves of *alt1* were still green after 4 days of MV treatment (Figure 8B), and about half of the *alt1* plants still survived 11 days under this conditions (Figure 8A). 3, 3′-diaminobenzidine (DAB) staining showed that brown precipitate, which is indicative of H_2_O_2_ accumulation, was distributed in the leaves of both *alt1* and WT plants under MV treatment, but more precipitate was present in WT leaves than in those of *alt1* (Figure 8C). We further examined whether the alkaline stress causes higher levels of oxidative stress in WT than *alt1* by quantifying the level of H_2_O_2_. We found that the H_2_O_2_ content in WT leaves increased significantly from 0 to 300 nmol g FW^−1^ during the alkaline of pH 9.5 treatment (Figure 8D). In the leaves of the mutant, however, the level of H_2_O_2_ only reached 100 nmol g FW^−1^, one-third of that in WT after 8 days of treatment (Figure 8D). These data suggest that the oxidative stress induced by alkaline treatment is greatly alleviated in the *alt1* mutant.

**Figure 8:**
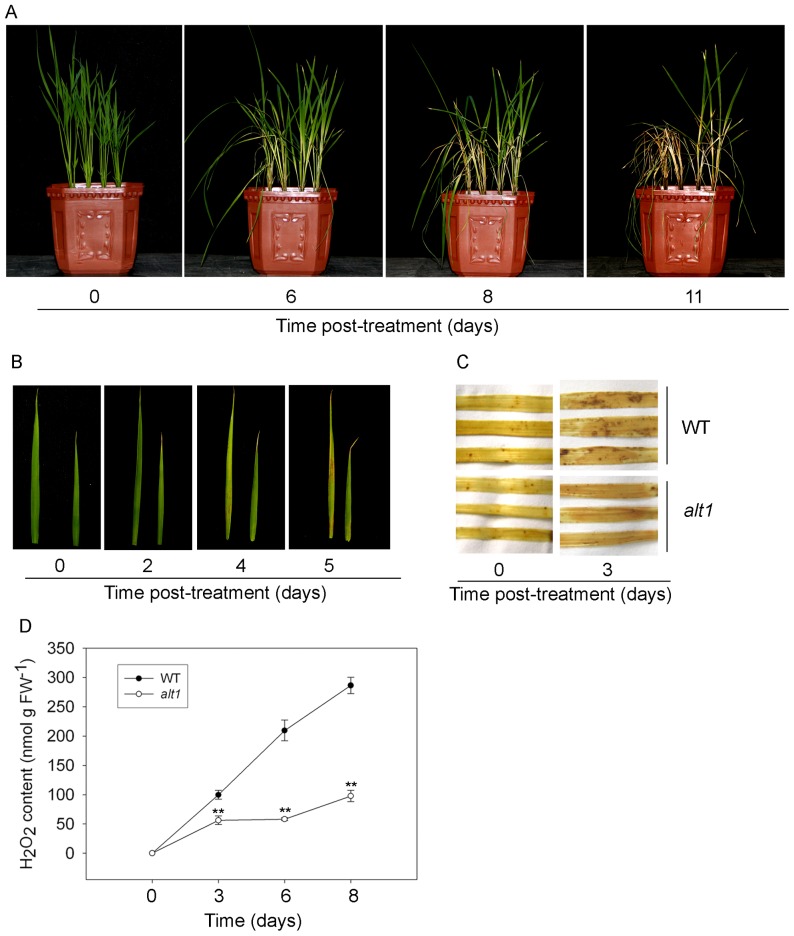
Phenotypic analysis of *alt1* and WT plants under oxidative stress. Two-leaf stage *alt1* and WT seedlings grown hydroponically were subjected to 20 µM MV treatment. The left is WT and right is *alt1* for (A) and (B), respectively. (A) Phenotypes of *alt1* and WT at the indicated time points during MV treatment. (B) Leaf morphology of *alt1* and WT during MV treatment. (C) DAB staining of *alt1* and WT leaves from plants under normal (left) and stressed (right, pH 9.5) conditions, respectively. (D) Quantitative measurement of H_2_O_2_ in *alt1* and WT leaves during pH 9.5 treatment. Values are means ± SD (n = 3).

## Discussion

### ALT1 functions in alkaline tolerance mainly via alleviating oxidative damage

The common feature for plants grown in calcareous soils is chlorosis, a typical symptom of Fe deficiency. Therefore, studies on the improvement of tolerance to the stress focused mostly on the enhancement of Fe uptake in the transgenic plants [8]–[14]. Although *alt1* showed stable capacity of metal ion absorption including Fe under alkaline stress, none of the genes involved in metal ion utilization was differentially expressed between the mutant and WT (Table S2). 

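Besides the regulators named in the results, genes in Table S2 whose descriptions name iron, ferroportin, heavy metals or cation antiporters were differentially expressed in these roots grown under normal conditions. Since Table S2 came from these same arrays, these calls are not independent evidence. A description alone does not show that a gene acts in metal ion utilization. The Ferroportin1 family gene Os06g0560000 had a log2 fold change of -3.31 (standard error 0.08, adjusted p = 5.92e-06 from limma). The heavy metal translocating P-type ATPase gene Os07g0232900 had one of -1.82 (standard error 0.15, adjusted p = 0.000246). Of the genes that Table S2 describes as cation antiporters, Os02g0306100 was at -3.40 and Os08g0535000 had the largest fall already given. The authors' array table describes both as conserved hypothetical proteins. The Rieske iron-sulfur protein gene Os02g0792800, described there as a Tic55 precursor, was at -2.61. All of them were well above background on all 6 arrays, and all stayed past the threshold with any 1 array left out.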

In fact, whole genome transcriptional profiling of soybean under Fe deficiency [52] and *Puccinellia tenuiflora* under alkaline salt stress [15] revealed that the differentially expressed genes comprise various functional groups, including those related to ROS homeostasis and DNA repair. Besides, study of glutathione reductases, a large family of enzymes functioning in scavenging of ROS [50], in graminaceous plants found that expression of the related coding genes could be induced upon Fe deficiency [53], suggesting the involvement of ROS homeostasis in Fe-deficiency response. However, no direct evidence so far has been shown to connect ROS homeostasis with plant alkaline tolerance. Using microarray analysis, we found that transcription of 78 abiotic stress-related genes was significantly altered in the mutant background, with 50 out of them involving in oxidative stress response (Figure 7 and Table 1). Consistently, the mutant showed low levels of H_2_O_2_ accumulation and tolerance to oxidative stress (Figure 8). According to the report by Møller (2001) [54], strategies adopted by the plants to defend against oxidative stress include three lines of steps, i.e., avoid of ROS production, detoxification of ROS (ROS scavenging), and repair of ROS-mediated damage. The detected 50 oxidative stress-related genes in our study covered all the above three lines of defense steps (Table 1), suggesting the importance of *ALT1* in defending against the oxidative damage induced by alkaline stress.

Despite much progress, it still remains unclear how ROS affect the stress response of plants. In general, ROS is thought to affect stress responses by two different means [52], [55]. First, ROS react with cell structures, nucleic acids, lipids, and proteins [55], and may thus cause irreversible damage that can lead to tissue necrosis and ultimately plant death. Second, ROS influence the expression of a number of genes and signal transduction pathways, which activate and control various genetic stress response programs [52], [55]. Our results presented here revealed that ROS homoeostasis plays a critical regulatory role in the plant's tolerance to alkaline stress, which might involve both of the means described above. The most significant effect of the *alt1* mutation on the plant's tolerance to alkaline stress is the reduction of ROS levels, which protects the roots of the mutant from damaging oxidative stress (Figure 6). On the other hand, the differentially expressed genes detected in our microarray assay (Table S2) suggest that the induced ROS may trigger alkaline stress responses in *alt1* by modulating gene expression in an indirect manner. For example, except for the genes related to oxidative stress defense, many kinds of transcription factors involved in the abiotic stress response, such as WRKY, MYB, NAC, and bZIP, were found to be differentially regulated in the mutant (Table S2 and Figure S4). Furthermore, a series of protein kinases, including MAPK, was also identified in the microarray analysis (Table S2). 

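Table S2 has 13 genes whose description holds protein kinase or MAP kinase, and 12 of them passed the threshold in the direction Table S2 gives. In *alt1*, 10 of the 13 had a lower signal and 3 had a higher signal, with log2 fold changes from -2.66 to 2.05. The MAP kinase gene Os11g0448300 had a log2 fold change of -2.46 (standard error 0.09, adjusted p = 1.41e-05 from limma). The gene below the fold cutoff was Os01g0206700, with a log2 fold change of 1.39.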

Previous studies suggested that ROS generation induced by various stresses activates MAPK signaling cascades, and ROS-induced activation of MAPKs appears to be central for mediating cellular responses to multiple stresses [55]. The broadly affected genes by *ALT1* suggest that the role of ROS in regulating tolerance to alkaline stress is complicated and involves many processes.

Although the enhanced defense against oxidative damage in *alt1* gave plants tolerant to alkaline stress (Figure 1), the mutant showed similar response to drought and salt as WT (Figure S2). This observation suggests that the effects of oxidative stress might be different among abiotic stress conditions. So far, many studies have shown that ROS is involved in the response of plants to various abiotic stresses including drought and salt [56]. For example, mutation in *ITN1* increased tolerance of plants to salt stress by enhancing ROS scavenging, but the mutant displayed a WT response when under drought conditions [57]. In addition, the reduction in scavenging of ROS resulted in *dsm1* and *dsm2* hypersensitive to drought stress, but the two mutants showed similar response as WT under cold or heat stress conditions [51], [58]. Furthermore, previous studies have shown that the oxidative stress induced by Fe deficiency is fundamentally different from that induced by other factors such as salt or heavy metal stress [53], [59]. Therefore, the differential responses of *alt1* to alkaline and drought or salt observed in our study (Figure 1A and Figure S2) also support this notion that the oxidative stress induced by alkaline might be different from that induced by salt or drought. The cause for such difference, however, remained to be understood.

### ALT1 provides a novel finding on the involvement of chromatin remodeling ATPase in plant alkaline tolerance

Chromatin remodeling plays a central role in establishing specific gene expression patterns and maintaining transcriptional states in eukaryotes [24], and loss of function of the component proteins usually results in alteration in multiple plant developmental processes [25]. Furthermore, emerging evidence shows that chromatin regulation also plays important functions in plant abiotic stress responses [26]. Interestingly, most of the core subunit ATPase of chromatin remodeling complex, such as AtCHR12 [27] and AtBRM [28] in *Arabidopsis*, function as negative regulators in abiotic stress tolerance. The rice genome contains 40 Snf2 family proteins [29]. However, only one member of OsCHR4 was reported to function in early chloroplast development [30]. Transcriptional profiling of the 40 genes found that some of the members respond to abiotic stresses such as draught, salt and cold [29]. However, how about the response of these genes to alkaline stress remained to be investigated. The ALT1 protein identified here belongs to the Ris1 subgroup of Snf2 family [29]. Similar to the various functions found for the Snf2 family ATPases [25], knockout *alt1* plants displayed multiple morphological alterations, including reduced root length and plant height at early vegetative stage and low tiller number at adult stage (Figure 2C and Table S1). However, unlike the function of any other Snf2 family proteins reported so far [25], ALT1 functions negatively in stress tolerance to alkaline but not salt or drought (Figure 1 and Figure S2), consistent with the report that *ALT1* was excluded from the Snf2 family genes that show transcriptional response to the stresses of salt and drought [29]. Therefore, our results provided a novel finding on the involvement of chromatin remodeling complex in alkaline stress response. The modulation of the expression of several batches of genes (Table S2) suggests that *ALT1* might be a key regulator that occupies a critical site in the gene transcriptional regulatory network by modulating chromatin structure. However, we still have much to learn about the molecular mechanisms of the chromatin remodeling complexes and their biochemical capabilities [25], and further studies need to be performed to reveal the molecular function of ALT1 in alkaline stress tolerance.

### ALT1 provides a potential two-step strategy for improving the tolerance of rice to severe alkaline stress

The underground part of roots is the first organ to perceive most of the abiotic stresses such as drought, salt or alkaline. Although the roots could also signal the stress to the aerial parts of the plants via various pathways [60], its basic function of water and nutrient absorption is indispensable for any other parts of the plant. However, almost all these stresses would inevitably induce excess accumulation of ROS within the plants when under severe stress conditions, and the over-accumulated ROS would react with cell structures, nucleic acids, lipids and proteins, which ultimately lead to tissue necrosis and plant death [50]. Therefore, although the low Fe availability is considered to be the main reason for the reduced crop yield and quality on calcareous soils [8], [9], a survey of the related reports revealed that almost all of the researches were conducted under the mild alkaline condition of pH 8.5 [8]–[14]. This could be due to the fact that under alkaline stress higher than pH 9.0, cell death would occur rapidly in the roots of rice plants, as that observed for WT roots in our study (Figure 6). Therefore, it would be of little effect to change the insoluble Fe into an absorbable form for plants without functional roots under such alkaline conditions. On the other hand, although mutation in *ALT1* could keep the roots of the plants functionally in nutrient uptake (Figure 5), the mutant could not survive the alkaline stress of pH 9.5 until adult stage (data not shown). This could be explained by that only a very limited absorbable free form of Fe^2+^ could be utilized under such conditions [32], [61], [62], which is far from sufficient for developmental, physiological and biochemical processes of the growing *alt1* plants. From these points of view, the strategy for genetic improvement of rice plants tolerant to severe alkaline stress should combine both steps described above, i.e., the first step of utilizing mutated form of *ALT1* to ensure normal root function by alleviating oxidative damage, and the second step of exploiting genes to increase the production and secretion of mugineic acid family phytosiderophores to chelate the large amount of oxidized form of Fe^3+^ [32]. Verification of this hypothesis is now underway.

## Materials and Methods

### Plant materials and growth conditions

The rice mutant *alt1* is in the KY131 background. Rice plants were cultivated in an experimental field at the Institute of Genetics and Developmental Biology (IGDB) in Beijing. An F_2_ mapping population was constructed by crossing *alt1* (*Japonica*) with Kasalath (*Indica*). Rice plants used for the experiments were cultured in Kimura's culture solution B with the following composition: 0.18 mM (NH_4_)_2_SO_4_, 0.27 mM Mg(SO_4_)_2_, 0.091 mM KNO_3_, 0.091 mM KH_2_PO_4_, 0.046 mM K_2_SO_4_, 0.18 mM Ca(NO_3_)_2_, and 0.04 mM EDTA-Fe, and grown under natural conditions.

### Stress treatment

For alkaline stress treatment, seedlings of two-leaf stage WT, *alt1*, and RNAi transgenic plants were transferred to Kimura's culture solution B, and the solution was adjusted to pH 9.0 by adding 25 mM NaHCO_3_ and 1.765 mM NaOH, to pH 9.5 by adding 25 mM NaHCO_3_ and 5 mM NaOH, and to pH 10.0 by adding 25 mM NaHCO_3_ and 10.7 mM NaOH. For other stresses, two-leaf stage *alt1* and WT seedlings were subjected to Kimura's culture solution B with the addition of 80, 120, 150, and 180 mM NaCl for salt treatment, and 20 µM methyl viologen (MV) for oxidative stress treatment, respectively. These solutions were renewed every 3 days. For drought treatment, *alt1* and WT seedlings were grown to the two-leaf stage in pots filled with nutrient soil, and water was withheld to allow drought stress to develop for 5, 6 and 7 days before irrigation, respectively.

For investigation of transcriptional response of *ALT1* to alkaline stress, roots of two-leaf-stage WT seedlings under alkaline stress of pH 10.0 were sampled at 0, 1, 4, 12 and 24 hours after the start of treatment, respectively.

### Map-based cloning

The *alt1* locus was firstly mapped between markers RM11740 and RM3285 on chromosome 1 using 316 F_2_ mutant plants derived from cross of *alt1* with Kasalath. For fine mapping, two other molecular markers were developed and the underlying gene was further narrowed down to a 35.2-kb region between markers M1 and M6 using 538 F_2_ mutant plants. Primers used in this study are listed in Table S3. Three predicted ORFs within this region were then sequenced and compared with WT and Nipponbare (http://rapdb.dna.affrc.go.jp/).

### Plasmid construction and transgenic experiments

For complementation test, the full-length coding sequence of *Os01g0779400* driven by its native promoter (1.1-kb region upstream of the ATG start codon) was ligated into the binary vector pZH2B, and the plasmid was then transformed into *Agrobacterium tumefaciens* AGL-1. Plant transformation was conducted as described previously [51].

The *ALT1*-RNAi construct was generated by inserting a hairpin sequence with two 367-bp cDNA inverted repeats targeting the sequence from 3516–3882 bp downstream of the start codon of *ALT1*. The 367-bp fragment was ligated into pZH2Bi and driven by the *Ubiquitin* promoter. ZH11 (*Japonica*) was used as the receptor plant for transformation by *Agrobacterium*. Primers used for vector construction are listed in Table S3.

### ALT1 subcellular localization

To investigate the subcellular localization of ALT1, the *Ubi::ALT1-sGFP* plasmid and empty vector were introduced into onion epidermal cells using particle bombardment with a PDS-1000/He (BIO-RAD). After overnight incubation at 25°C in darkness, bombarded tissues were examined by confocal laser-scanning microscopy (Leica TCS SP5) using 488-nm excitation and 500- to 530-nm emissions pass filters.

### 3,3′-diaminobenzidine (DAB) and propidium iodide (PI) staining

DAB staining was carried out by the method of Ning et al. (2010) [51], and PI staining was performed as described previously [35] with slight modifications. Briefly, roots of seedlings were immersed in the solution containing 1 µg mL^−1^ PI in distilled water, incubated for 1 min at room temperature, and then washed with 1× phosphate buffered saline (PBS) several times. Staining was observed using fluorescence microscopy (OLYMPUS DP72).

### Metal ion concentration measurement

Shoots of two-leaf stage *alt1* and WT seedlings were collected at day 0, 3, 6, and 10 after alkaline stress treatment (pH 9.5), and dried in a 65°C incubator for 1 week. The samples (100–150 mg) were then wet-ashed with 13 mL of 11 M HNO_3_ and 2 mL of 30% H_2_O_2_ according to the following procedure: 110°C for 10 min, 130°C for 10 min, 150°C for 15 min, and 150°C for 60 min. The metal ion concentration was measured using an Inductively Coupled Plasma-Optical Emission Spectrometer (ICP-OES, Perkin Elmer, USA) at wavelengths of 238.204 nm (Fe), 279.077 nm (Mg), 327.393 nm (Cu), 206.200 nm (Zn), and 257.610 nm (Mn), respectively, with three independent biological replicates.

### Microarray analysis

Roots of two-leaf stage *alt1* and WT seedlings grown under normal conditions were sampled for microarray analysis. The transcriptomic profiles were investigated using an Agilent-015241 Rice Gene Expression 4×44 K Microarray (Agilent Technology) containing 32,325 probes corresponding to cDNA, 6,934 probes corresponding to expressed sequence tags (ESTs), and 2,612 probes corresponding to gene predicted loci, respectively, with three independent biological replicates. All microarray procedures and data analyses were performed according to the manufacturer's instructions. The microarray data were deposited in Gene Expression Omnibus of NCBI under accession number: GSE61788 (http://www.ncbi.nlm.nih.gov/geo/info/linking.html). Analysis was performed using an ANOVA-false discovery rate (ANOVA-FDR) p-value of <0.01. Spots with changes in expression were extracted based on at least a threefold increase or decrease in expression. Functional classification of the differentially expressed genes was carried out using the tools for GO categories and revised manually.

### Quantitative real-time RT-PCR (qRT-PCR) analysis

Total RNA was extracted using a TaKaRa RNAiso Plus Kit. For qRT-PCR, the RNA was pre-treated with DNase I (Fermentas), and first-strand cDNA was synthesized from 1 µg total RNA according to manufacturer's protocol (Promega). qRT-PCR was performed with the Lightcycler 480 SYBR Green I Master according to the manufacturer's protocol. Three repeats were carried out for each gene. For normalization, the *Actin* gene was used as the endogenous control. Primers used for qRT-PCR are listed in Table S3.

### H_2_O_2_ measurement

The level of H_2_O_2_ was assessed as described [63]. Briefly, 200 mg of fresh leaf tissue from *alt1* and WT seedlings subjected to alkaline stress treatment was extracted in 2.0 ml of TCA (0.1% w/v) on ice, and the homogenate was then centrifuged at 13,000 g for 15 min. After the addition of 0.3 ml of 10 mM sodium phosphate buffer (pH 7.5) and 0.6 ml of 1 M potassium iodide to 0.3 ml of the above supernatant, the absorbance of the samples was measured at 390 nm. H_2_O_2_ content, expressed as nmol g^−1^ fresh weight, was determined based on the standard curve generated from known concentrations of H_2_O_2_.

## Supporting Information

Figure S1 **Phenotypic analysis of the** ***alt1*** **mutant.** Two-leaf stage WT (left) and *alt1* (right) seedlings were subjected to alkaline treatment with pH 9.0, and photographed at 15 days after treatment.
(TIF) Click here for additional data file.

Figure S2 **The** ***alt1*** **mutant showed a normal response to salt and drought stresses.** Left part: WT; Right part: *alt1*. Two-leaf stage *alt1* and WT seedlings were subjected to NaCl and drought treatments, respectively.
(TIF) Click here for additional data file.

Figure S3 **Comparison of the predicted amino acid sequence of ALT1 and the truncated alt1 protein in the mutated region.** The amino acids of the mutated region from 720 aa to 1228 aa of ALT1 are shown. The truncated alt1 stopped at 1085 aa.
(TIF) Click here for additional data file.

Figure S4 **Expression analysis of selected TF genes.** qRT-PCR was conducted on the roots of hydroponically grown two-leaf stage *alt1* and WT seedlings. Actin was used as an internal control. Data shown are mean values of three biological repeats with SD.
(TIF) Click here for additional data file.

Table S1 **Comparison of agronomic traits between** ***alt1*** **and WT.**
(DOCX) Click here for additional data file.

Table S2 **List of genes up/down-regulated 3 fold more in** ***alt1*** **as revealed by microarray analysis.**
(DOCX) Click here for additional data file.

Table S3 **Primers used in this study.**
(DOCX) Click here for additional data file.

# Supplementary material for: ALT1, a Snf2 Family Chromatin Remodeling ATPase, Negatively Regulates Alkaline Tolerance through Enhanced Defense against Oxidative Stress in Rice
**Source:** PLoS One. 2014 Dec 4;9(12):e112515. doi: 10.1371/journal.pone.0112515
**Supplement:** Table S1 — Comparison of agronomic traits between alt1 and WT.

**Table S1. Comparison of agronomic traits between *alt1* and WT.**

| **Character** | **WT** | ***alt1*** |
| --- | --- | --- |
| **Heading date** | 12-Aug | 12-Aug |
| **Tiller number** | 9.7 ± 1.8 (20) | 6.3 ± 1.1 |
| **Plant height (cm)** | 97.3 ± 2.8 (30) | 95.9 ± 2.6 |
| **Seed setting (%)** | 95.7 ± 3.4 (8) | 93.8 ± 4.3 |
| **Thousand grain weight (g)** | 26.3 ± 1.2 (3) | 25.8 ± 1.4 |

Numbers in parenthesis indicate sample number. Values represent means ± SD.

# Supplementary material for: ALT1, a Snf2 Family Chromatin Remodeling ATPase, Negatively Regulates Alkaline Tolerance through Enhanced Defense against Oxidative Stress in Rice
**Source:** PLoS One. 2014 Dec 4;9(12):e112515. doi: 10.1371/journal.pone.0112515
**Supplement:** Table S2 — List of genes up/down-regulated 3 fold more in alt1 as revealed by microarray analysis.

**Table S2. List of genes up/down-regulated 3 fold more in *alt1* as revealed by microarray analysis.**

^a^ Name of probe set on Agilent Rice GeneChip.

^b^ Gene annotation in The Rice Annotation Project Database.

^c^ P-value of statistical Student’s *t* test.

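Table S2 writes a gene that is higher in *alt1* as a positive fold and a gene that is lower as a negative fold. By that column, the paper's reported values are positive for 262 genes and negative for 379. Signed in this way, no fold can lie between -1 and 1, and the paper's value for Os01g0710700 is 0.33. The log2 fold change of this gene from the scanner intensities was -1.69, which as a plain ratio of *alt1* to WT is 0.31. The table is sorted into 11 categories.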

^d^ Fold change of *alt1* compared with WT. Value is calculated by R-software.

^e^ Genes in bold indicate those involved in abiotic stress response.

# Supplementary material for: ALT1, a Snf2 Family Chromatin Remodeling ATPase, Negatively Regulates Alkaline Tolerance through Enhanced Defense against Oxidative Stress in Rice
**Source:** PLoS One. 2014 Dec 4;9(12):e112515. doi: 10.1371/journal.pone.0112515
**Supplement:** Table S3 — Primers used in this study.

**Table S3. Primers used in this study.**

How the deposited data were processed for this re-analysis (not part of the article)

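Gene expression was measured in roots of WT and *alt1* seedlings at the two-leaf stage under normal growth conditions, on Agilent 1-colour rice arrays, with 3 biological replicates per genotype and 1 array per replicate. Samples were grouped by genotype as the sample labels give it. The treatments, staining, metal contents and qRT-PCR of the paper were not analysed here.

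The authors deposited the scanner output of each array, in which each spot has a background-subtracted intensity made by the scanner software and not yet normalized between arrays, with marks for spots that are well above background, outliers or saturated. The authors also deposited a table of log2 signal values per array, normalized between arrays, with a detection flag per array. The ratio columns of this table that the authors deposited hold the fold of the mean linear signal of WT over that of *alt1*. The p-value column that the authors deposited is unadjusted. Tested on the table itself, its fold and p could be recomputed from its log2 values. The slide of each array was taken from the header of the scanner output. For *alt1* replicates 2 and 3 the label of the file names the first slide and the header a second one, and the time of the scan also sets these 2 arrays apart. All values with slide as a block rest on the headers. The filtered tables of the same comparison were not used, since the full table holds their content.

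From the scanner intensities, log2 values were taken and the 75th percentile over gene spots was subtracted on each array. The percentile lay between 3335 and 3625 intensity units. Between 50 and 74 outlier spots per array and all control spots were left out. Spots of the same probe were averaged, which gave 42418 probes, and 41889 of these carried a locus ID, for 29689 genes. A probe entered the comparison when over 0.5 of its spots were well above background on every array of at least one genotype. The main analysis took one probe per gene, the one with the highest mean signal over all 6 arrays, and 7796 genes had more than 1 probe. Genes are named by the locus ID in the probe name, with the description in the authors' table. Of 35866 probes that also have a locus ID in the scanner's systematic name, the IDs differ for 1353, which represent 923 tested genes, 44 of the called genes and none of the genes of Table 1. For these, the gene is uncertain. None of the array's locus IDs was found in the gene name table at hand (0 matches), so names are those the paper gives.

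The genotypes were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with Benjamini-Hochberg adjustment over the 23107 genes tested. The threshold was an adjusted p below 0.01 and a change of at least 3-fold, after the false discovery rate and fold cutoff in the paper's methods. Gene lists were tested with fry and camera, and by the percentile of the list's median among 10000 random lists matched on mean signal, each gene being drawn from the 100 genes on either side in the order of signal. Positions were compared through the order of locus IDs on each chromosome, by the number of called genes with another call within 10 places, against 10000 random draws of as many tested genes. A gene not well above background on any array of a genotype has only a bound there. Its fold is given as "at least", from the mean of the brighter genotype against the mean, over the arrays of the dimmer one, of the higher of the lowest signal well above background and the probe's own signal.

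Tested on simulated data made from the means and spreads of the 23082 genes with values on all arrays, 3 *alt1* arrays against 3 WT arrays, the comparison recovered 185 of 200 changed genes (92.5%) with 0 false calls. All planted changes lay beyond the 3-fold cutoff, the noise was normal and independent, and no slide effect was added. The cutoff itself limits false calls. The simulation therefore does not show how the comparison performs near 3-fold or under a slide difference.

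The median standard deviation between replicate arrays was 0.08 in WT and 0.11 in *alt1* on the log2 scale. With 3 arrays per genotype, the number of arrays limits the precision. The genes named in the text were chosen by a rule set before the data were examined. They are the genes the paper names by locus ID, *ALT1* and its paralogs, the genes of Table S2 described by iron, ferroportin, heavy metal or cation antiporter, and the 5 largest rises and 5 largest falls among called genes whose groups do not overlap. In an addition to the rule, the last were ranked among genes well above background on at least 1 array of each genotype, since values at background have no order. Other genes are named where a list of the paper or a small count is described.

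Several alternatives were set before the data were examined. For the signals they were quantile normalization, median scaling, normexp background correction with an offset of 50, and the authors' normalized values. No background filter and a filter on all 6 arrays were also used. For the design they were slide and replicate number as blocks, each array left out in turn, and array weights. For the test they were a t-test on each gene with unadjusted and adjusted p, and limma with other cutoffs. These cutoffs were an unadjusted p, an adjusted p below 0.05 and a 2-fold change. The last were the mean of a gene's probes, and windows of 3 and 25 places. Normexp was run on the median spot signal, since the files hold no mean signal. Alternatives chosen after seeing the data were normexp without spots whose background exceeds their signal by over 30, the rule behind Table S2, a wider definition of the glutathione transferase family, and neighbouring genes of the same description counted once. The last was first run with undescribed and hypothetical genes merged by the same wording as well, and both forms are given.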

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

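All tests of explanations in this part were chosen after the results were seen, except the slide block as an alternative.

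Of the 1086 genes past the threshold, 221 were well above background in one genotype only, 83 in *alt1* only and 138 in WT only. None of the 221 is in Table S2, so they are a signal in genes the paper does not report. For 106 of them the lower bound of the change is at least 3-fold, and the median bound over the genes with one is 2.84-fold. The highest is in Os02g0541000, at least 91.0-fold higher in *alt1* (adjusted p = 7.56e-06 from limma), and the highest among those measured in WT only is in Os10g0334500, at least 24.1-fold lower in *alt1* (adjusted p = 5.92e-06). These 2 were chosen after their values were seen. For the other 115 genes no change of 3-fold can be read from signals at background. A sequence variant under 1 probe, which a mutagenized line can carry, would leave the other probes of the gene unchanged. In the 14 genes with another tested probe, the other probes changed at least 3-fold the same way in 14. Since the brightest probe stands for a gene, an unchanged second probe would often have taken its place, so the selection nearly fixes this count and it decides nothing. In these 14 genes and in the 207 without another tested probe, a sequence variant stays open. The 106 genes with a bound of at least 3-fold lay that far above the lowest signals well above background on the other arrays. This follows from the bound by which they were chosen, so it cannot test noise near background. Noise near background stays open for the 221 genes. A difference between the slides is argued against as the whole cause, since 164 of the 221 stayed past the threshold with slide as a block. The genotype, through *ALT1* or through other mutations of the line, stays open as an untested biological explanation.

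Proteasome genes are not discussed in the paper, and 54 of the 55 tested had a higher signal in *alt1*, with a median log2 fold change of 0.76. Only 3 of them passed the 3-fold cutoff, while 43 had an adjusted p below 0.01. The family was singled out after the data were seen. It was higher as a set by fry (p = 2.38e-05) and by camera with a preset correlation (p = 2.22e-15), and it did not reach 0.05 with the estimated correlation between its genes (p = 0.0631). The scaling between arrays is argued against, since the lowest family median over the scalings was 0.69, from the authors' normalized values, where the median of all genes was 0.04. A slide difference is argued against as the whole cause, with a family median of 0.64 and a median of all genes of 0.03 with slide as a block. The 3 WT arrays had family medians from -0.38 to -0.34 around each gene's mean, and the 3 *alt1* arrays from 0.28 to 0.44. A candidate explanation is a joint, moderate rise of these genes in *alt1*, which a 3-fold cutoff leaves out. The difference between the genotypes in root growth stays open as another source, as untested.

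On chromosome 7, 16 of 40 neighbouring tested genes passed the threshold, from Os07g0125300 to Os07g0137600, 12 with a lower and 4 with a higher signal in *alt1*. Apart from the MYB gene Os07g0137000, the paper does not discuss these genes. The highest count in any such window had a median of 8 in 1000 random draws of as many genes over the genome, with a permutation p = 0.001, the smallest that these draws can give. The width of the window was chosen after looking at the positions. Os07g0131200 was well above background in WT only and at least 4.85-fold lower in *alt1*, and Os07g0136800 was well above background in *alt1* only and at least 2.24-fold higher. A family of neighbouring genes with like probes stays open. The 16 calls have 16 distinct descriptions when each undescribed or hypothetical gene counts as its own. In the form run first they have 9, with the 7 genes without a description counted as 1 and the 2 conserved hypothetical genes as 1. Since the 7 have no description, the test does not decide. A slide difference also stays open for part of the window, since 7 of the 16 stayed past the threshold with slide as a block. The *alt1* array on the slide of the WT arrays had a median change of 1.60 (log2, in the direction of the call), against 2.60 for the *alt1* arrays on the other slide. No biological explanation of the window was tested.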

How the results depend on the processing

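The alternatives were set before the data were examined, apart from normexp without bright-background spots, the rule behind Table S2, the wider glutathione transferase family and the counting of neighbours once, which were chosen after seeing the data.

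Over the main results, 312 values under alternatives kept their side of the threshold or stayed within 1.5 times the main count. The number of differentially expressed genes lay between 746 and 1184 under quantile normalization, median scaling, the authors' normalized values and both background filters. The same range held the slide and replicate blocks, array weights and the mean of a gene's probes. It also held both forms of the t-test, and limma with an unadjusted p or an adjusted p below 0.05. The upper end is from array weights, whose estimation stopped before its convergence tolerance. The t-test gave 1036 genes with unadjusted P and 870 after adjustment. With each array left out in turn, the count ran from 995 to 1180 genes, with 356 to 419 higher and 629 to 761 lower in *alt1*, and 958 to 1004 of the genes were those of the main result. The share of calls that was higher was 34.7% in the main result, 38.6% after quantile normalization and 38.8% after median scaling.

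The normexp background correction moved the most results. It gave 32 differentially expressed genes and 50 probes, with 25 genes higher and 7 lower, so that the share of calls that was higher went to 78.1%. It called 32 genes of Table S2, 9 oxidative stress genes, 12 abiotic stress genes, 0 transcription factor genes, 0 protein kinase genes, 0 DNA repair genes and 0 ROS producing genes. Up to 7 spots per array had a local background more than 30 units above their signal. These spots lie on 4 of the 6 arrays. With them left out of the normexp fit, a choice made after seeing the data, 7 DNA repair genes and 2 ROS producing genes were called, and the counts were 608 genes and 785 probes, with 244 higher and 364 lower, and 598 of the 608 genes were those of the main result. The remaining distance was not tested.

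A 2-fold cutoff gave 2595 genes and 3463 probes, with 776 genes higher and 1819 lower, and 1 metal ion gene, as a lower cutoff must give more. The rule behind Table S2 (unadjusted P from the authors' values, detected on all 6 arrays), chosen after seeing the data, gave 641 genes and 787 probes, with 380 genes lower in *alt1*.

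The number of called genes near another call was 711 within 10 places, where chance gave 670 (permutation p = 0.0107). Within 25 places it was 977, below the 986 that chance gave (permutation p = 0.85), and with a 2-fold cutoff it was 2327, below 2353 (permutation p = 0.972). With the filter on all 6 arrays it was 390, against 371 by chance (permutation p = 0.127). Neighbours of the same description counted once gave 672 (permutation p = 0.0247), and 633, against 605 by chance, when undescribed and hypothetical genes were merged by wording too (permutation p = 0.0535). Within 25 places and with a 2-fold cutoff, nearly all calls have a neighbour by chance, so these settings decide little. Over the other alternatives p ran from 0.0001 to 0.0231, so the excess within 10 places depends on the filter and on the merging.

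Among single named genes, 564 values under alternatives kept their direction and their side of the threshold, and 24 fell short of the threshold, 22 of them with normexp. Direction changed for 2 genes, both under the threshold throughout. *OsNAS2* (Os03g0307200) was at -0.0169 after quantile normalization and -0.0169 in the authors' normalized values, against 0.17 in the main result. *OsIRO2* (Os01g0952800) was at 0.21 with slide as a block, against -0.19. With that block the estimate compares *alt1* replicate 1 with the WT arrays, since the second slide held only *alt1* arrays. The signal of *OsIRO2* was -0.85 on that replicate, -1.60 and -1.30 on the other *alt1* arrays, and -1.06 on average in WT. The cause for *OsNAS2* was not tested. The median log2 fold change of the glutathione S-transferase genes stayed between 0.28 and 0.57, and the fry p between 3.37e-07 (array weights) and 0.00113.

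Replicate numbers do not pair the samples. Deviations from the genotype means correlated at 0.20, -0.08 and 0.23 between the arrays with the same number. With the replicate block, 1085 genes were called, 1066 of them the same genes, and the block changed no call among the named genes. Scan date coincided with the slide, so it gave no separate alternative. With slide as a block, 944 genes were called. A fit with 1 *alt1* array on the slide of the WT arrays rests on few arrays, so calls lost with this block do not show a smaller effect.

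Signal over background limits the calls. Of the 1086 genes, 744 were well above background on all 6 arrays and 221 in one genotype only, where the fold is only a bound.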

Differences from the paper's values

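The paper reports 641 differentially expressed genes, and 1086 were found here. Under 3 of the 21 alternatives set before the data were examined, the count falls within 1.5 times the paper's. These are the filter on all 6 arrays (746), slide as a block (944) and the t-test after adjustment (870). Under the other 18 it does not. The rule chosen after seeing the values, an unadjusted Welch P below 0.01 on the authors' deposited values with a 3-fold change and detection on all 6 arrays, gives 641 genes, which are those of Table S2.

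The paper reports 256 genes lower in *alt1*, and 709 were found here. None of the 21 alternatives brings the count within 1.5 times the paper's value, with a range from 7 to 1819. The rule chosen after seeing the values gives 380. The 377 genes higher in *alt1* here are within 1.5 times the count in the paper's text. The text has more genes higher than lower, and the opposite was found here, as it was under every alternative except normexp. In Table S2 itself, the paper's fold is positive for 262 genes and negative for 379. These are close to the text's counts with the directions exchanged. The text and Table S2 thus conflict, so the closeness of 377 is not agreement in direction, and 256 is an uncertain reference for 709.

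Folds are given with the paper's sign, negative where *alt1* is lower. For Os01g0633500 the paper reports -4.34, and it was -1.65 here. Without *alt1* replicate 2 (-4.52) and without *alt1* replicate 3 (-4.40) the fold is within 1.5 times the paper's, and under the other 19 alternatives it is not. In these 2 settings the gene's other probe became the brighter one, so the shift is a change of probe and not an effect of the array left out. The 2 probes of this gene had log2 fold changes of -0.72 and -2.19. The other 49 genes of Table 1 had folds within 1.5 times the paper's.

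In Table S2, 10 further genes differ. The mean of a gene's probes brings 5 within 1.5 times the paper's fold, and the other 20 alternatives do not. These are Os09g0417600 (the paper's -6.43, here -3.08), Os12g0596000 (the paper's -3.26, here -1.53), Os07g0558000 (the paper's 4.40, here 2.35), Os08g0126300 (the paper's 4.50, here 2.74) and Os08g0441400 (the paper's 3.61, here 2.28). For Os09g0246300 (the paper's -5.72, here -3.78), the mean of a gene's probes, array weights, and leaving out WT replicate 3 or *alt1* replicate 1 do so, and the other 17 do not. For Os10g0416500 (the paper's -4.21, here -6.68), slide as a block and leaving out WT replicate 2 or *alt1* replicate 2 do so, and the other 18 do not. None of the 21 does for Os01g0860500 (the paper's -3.88, here -1.98), Os01g0214800 (the paper's -3.01, here -1.70) or Os05g0208500 (the paper's -3.75, here -1.66).

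For *ALT1* (Os01g0779400), the paper's qRT-PCR shows a WT level about 1.8 times that of *alt1* in Fig. 2E, read by eye, and the array gives 1.08. The array and qRT-PCR are different assays. None of the 21 alternatives closes the gap, with values from 1.04 to 1.11.

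Of the genes in Table S2, 36 were not called here in the direction the table gives. Of these, 35 had changes under 3-fold, between 1.53-fold and 2.99-fold, with an adjusted p below 0.01. The other is Os01g0710700, where the paper's fold of 0.33 cannot be a signed fold. As a plain ratio of *alt1* to WT, the value here is 0.31, and on that scale the gene has the paper's direction and size. A 2-fold cutoff calls 635 of the genes of Table S2. Of the genes in bold, Os01g0369700 is called under median scaling, slide as a block, a 2-fold cutoff, and without WT replicate 2 or *alt1* replicate 2. Os10g0525800 is called under quantile normalization, median scaling, the authors' normalized values, array weights, a 2-fold cutoff, and without WT replicate 3 or *alt1* replicate 1. Os01g0633500 is called without *alt1* replicate 2 or 3, by its other probe, and Os01g0214800 under none of the alternatives set before the data were examined. The rule chosen after seeing the values calls all 4.

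The paper states that P in Table 1 and Table S2 comes from Student's test and, in the methods, that a false discovery rate was used. The p-values in the authors' deposited table equal those of Welch's unequal-variance test to within 5e-08 and are not adjusted. Of the 787 probes behind Table S2, 267 keep a p below 0.01 after Benjamini-Hochberg adjustment over all probes of that table.

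The discussion states that no gene of metal ion utilization was differentially expressed. The 11 measured genes of the list in the results were not called here. The Ferroportin1 family gene Os06g0560000 (log2 fold change -3.31) and the heavy metal ATPase gene Os07g0232900 (-1.82), both in Table S2, were called.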

Other observations

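The tests of explanations in this part were chosen after the results were seen, except the position of called genes, the slide block and the splits of the arrays, which follow the design.

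The 6 arrays can be split into 2 groups of 3 in 10 ways. Only the real split, 1 of 10, gave as many as 1086 genes, and the other splits gave 0 genes each. A share of 1 in 10 is the smallest that 10 splits allow, so chance cannot be excluded by this count. A difference between the slides is argued against as the whole cause of the 1086 calls, since 827 of them stayed past the threshold with slide as a block.

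The list in Table S2 was traced in the authors' deposited table. There, 1177 probes for 984 genes have an unadjusted p below 0.01 and a 3-fold change. Of these probes, 787 have a detection flag on all 6 arrays, and they belong to 641 genes, 641 of which are in Table S2. The rule of detection on all 6 arrays therefore leaves out 343 genes that pass the p and fold cutoffs, and 236 of these were called here.

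Called genes lay near each other more often than chance gives in most settings. Within 25 places or with a 2-fold cutoff, nearly all calls have a neighbour by chance, so these settings cannot show an excess. With the filter on all 6 arrays, the excess within 10 places was not past 0.05. Within 3 places of another call there were 406 genes, where chance gave 272 (permutation p = 0.0001, the smallest that the draws can give). Neighbouring genes of the same description are argued against as the whole cause, since 361 calls had another within 3 places after each such group was counted once, where chance gave 259. In the form run first, with undescribed and hypothetical genes merged by wording too, there were 326, where chance gave 250. Families whose members have different descriptions stay open. By chromosome, the share of tested genes that was called ran from 3.66% on chromosome 3 to 6.06% on chromosome 11, and was 4.48% on chromosome 1, which holds *ALT1*. No excess on that chromosome was seen.

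*ALT1* belongs to a family of chromatin remodeling proteins, so a release of transposon genes was examined. Of 131 genes described by transposon or transposase, 48 were tested. In *alt1*, 0 were past the threshold with a higher signal and 1 with a lower signal, by limma. The t-test also gave 0 higher. The median log2 fold change was -0.03, and it lay between -0.03 and 0.03 over the scalings. Without the background filter, all 131 were tested, with a median of 0.13, 1 called higher and 1 lower, so the direction of the median depends on genes near background. A gene well above background in *alt1* alone would be among the 48. A release of most transposon genes in *alt1* by 3-fold or more is therefore argued against, with 0 called higher, among genes the array can measure. Their median lay at percentile 35.5 among the random lists matched on mean signal, and fry gave a fall of the set, not a rise. A release of a few transposon genes in *alt1* stays open, since at the rate of all genes 0.783 of the 48 would be called higher, and 0 and 1 cannot be told apart.

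Other families, chosen after their values were seen, went different ways. Of 165 tested cytochrome P450 genes, 13 were called higher and 24 lower. Their median log2 fold change was -0.37, and between -0.37 and -0.29 over the scalings. Without the background filter it was -0.14 over 284 genes, so its size depends on genes near background. Of 127 peroxidase genes, 2 were called higher and 13 lower, with a median of -0.12, and between -0.14 and -0.06 over the scalings. Ribosomal protein genes had a median of 0.39 over 297 genes, between 0.33 and 0.45 over the scalings, with 0 called higher and 1 lower. Heat shock genes had a median of 0.12 over 122 genes, with 2 called higher and 2 lower. With GST or glutathione transferase counted as well, the glutathione transferase family had 70 tested genes, a median of 0.56, and 19 called higher against 3 lower.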
